# Aberrant activated Notch1 promotes prostate enlargement driven by androgen signaling via disrupting mitochondrial function in mouse

**DOI:** 10.1007/s00018-024-05143-0

**Published:** 2024-03-28

**Authors:** Jin-Wen Kang, Jia-Peng He, Ying-Nan Liu, Yu Zhang, Shan-Shan Song, Qi-Xin Xu, Shu-Wen Wei, Lei Lu, Xiang-Qi Meng, Lin Xu, Bin Guo, Ren-Wei Su

**Keywords:** Notch1 signaling, Mouse, Prostate enlargement, DHT, ROS

## Abstract

The prostate is a vital accessory gonad in the mammalian male reproductive system. With the ever-increasing proportion of the population over 60 years of age worldwide, the incidence of prostate diseases, such as benign prostatic hyperplasia (BPH) and prostate cancer (PCa), is on the rise and is gradually becoming a significant medical problem globally. The notch signaling pathway is essential in regulating prostate early development. However, the potential regulatory mechanism of Notch signaling in prostatic enlargement and hyperplasia remains unclear. In this study, we proved that overactivation of Notch1 signaling in mouse prostatic epithelial cells (*OEx*) led to prostatic enlargement via enhancing proliferation and inhibiting apoptosis of prostatic epithelial cells. Further study showed that N1ICD/RBPJ directly up-regulated the androgen receptor (AR) and enhanced prostatic sensitivity to androgens. Hyper-proliferation was not found in orchidectomized *OEx* mice without androgen supply but was observed after Dihydrotestosterone (DHT) supplementation. Our data showed that the number of mitochondrion in prostatic epithelial cells of *OEx* mice was increased, but the mitochondrial function was impaired, and the essential activity of the mitochondrial respiratory electron transport chain was significantly weakened. Disordered mitochondrial number and metabolic function further resulted in excessive accumulation of reactive oxygen species (ROS). Importantly, anti-oxidant N-Acetyl-L-Cysteine (NAC) therapy could alleviate prostatic hyperplasia caused by the over-activation of Notch1 signaling. Furthermore, we observed the incremental Notch signaling activity in progenitor-like club cells in the scRNA-seq data set of human BPH patients. Moreover, the increased number of TROP2^+^ progenitors and Club cells was also confirmed in our *OEx* mice. In conclusion, our study revealed that over-activated Notch1 signaling induces prostatic enlargement by increasing androgen receptor sensitivity, disrupting cellular mitochondrial metabolism, increasing ROS, and a higher number of progenitor cells, all of which can be effectively rescued by NAC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05143-0.

## Introduction

As a vital accessory gonad of the male reproductive system, the primary physiological function of the prostate is to produce and secrete prostatic fluid, an essential component of semen [1]. In anatomy, the human prostate includes the transition, central, and peripheral zones, and the mouse prostate can be divided into anterior, ventral, lateral, and dorsal lobes [2]. In humans, the prostate sits near the bladder neck and wraps around the urethra to form the proximal urethra wall, which controls urination. Prostate growth continuously in adults, the volume increases by approximately 2.5% annually, according to a 4.3 years following-up study [3]. The enlarged prostate compresses the urethra, causing intense stimulation and obstruction to the urethra, resulting in dysuria, which is in terms of benign prostatic hyperplasia (BPH) [4]. Approximately 50% of men > 50 years of age suffer from BPH and the associated lower urinary tract symptoms (LUTS), with this number increasing to > 80% when they reach their 80s and older [5]. The BPH leads to severe health and economic consequences for patients, families, and society, which have rapidly increased in recent years because of the rapidly increased aging population globally [6]. Another prostatic disease associated with hyperplasia is prostate cancer (PCa), the second leading cause of death from cancer in men [7]. Autopsy studies hint that as many as 59% of men aged 80 years and older may harbor carcinomas in their prostates, most of which go unrecognized [8]. To date, the association between BPH and PCa is still a controversial issue. However, the two diseases share traits and risk factors such as age, hormone response, prostate inflammation, and metabolic disruption [9], but they differ in terms of histology and localization: the majority of BPH and PCa arise from the transition and peripheral zone of human prostate, respectively [5, 10].

The prostate is an androgen-dependent organ, and the androgen signaling pathway dominantly regulates the development and function of the prostate, the size of the prostate shrinks after castration [11]. Androgens play their roles by directly binding to the nuclear receptor androgen receptor (AR), which is highly expressed in prostate epithelial cells, and binds to the promoter region of target genes to activate or inhibit transcription [12]. Many studies have shown that androgen/androgen receptor (AR) signaling plays a crucial role in prostatic hyperplasia [13, 14]. Among all the androgens, dihydrotestosterone (DHT) is the most active form and the principal androgen in the prostate, accounting for 90% of total prostatic androgen [15]. The intraprostatic DHT levels remain high with aging, even the plasma testosterone drops [15]. This discrepancy is attributed to the conversion of testosterone to DHT in the prostate gland by 5α -reductase [16]. Previous studies have shown that increased activity of this enzyme results in an increased DHT/testosterone ratio in older men, further promoting prostatic cell hyper-proliferation and resulting in hyperplasia [17, 18]. Large, randomized trials also show the roles of 5α-reductase inhibitors in improving BPH-associated LUTS and prostate cancer prevention [9]. Studies suggest that DHT regulates the proliferation and death balance by controlling the production of different growth factors such as KGF, EGF, IGFs, and TGFβ, unbalance of this mechanism leads to BPH [5].

The Notch signaling pathway is evolutionarily conserved in multicellular organisms and plays regulatory roles in cell fate determination and maintenance of tissue homeostasis during biological development [19]. Canonical Notch signaling is initiated after the Notch transmembrane receptor (Notch1-Notch4) interacts with cell-binding ligands (δ like 1, 3, or 4 or serrated 1 or 2), a process that involves the Notch cleavage cascade by ADAM proteases and γ-secretase [20]. The expression of Notch1 changes dynamically during prostate development. *Notch1* mRNA is highly expressed in embryonic and postnatal prostate epithelial cells and is subsequently down-regulated as the prostate matures [21]. Dysregulation of Notch signaling leads to various types of cancer in different tissues, such as breast cancer, gastric cancer, and pancreatic cancer [22], and elevated Notch1 expression has been observed in malignant prostatic epithelial cells of primary and metastatic tumors [23, 24]. However, the role of Notch1 signaling in DHT-dependent enlargement of the prostate is rarely studied.

Herein, we proved that the constitutive over-activation of Notch1 signaling led to DHT-dependent prostatic enlargement by establishing a prostatic epithelial specifically over-activating Notch1 signaling pathway (*OEx*) mouse model. Our study showed that over-activated Notch1 signaling in the mouse prostate promoted epithelial cell proliferation and inhibited apoptosis via increasing reactive oxygen species (ROS) levels. In addition, anti-oxidant NAC could effectively inhibit prostate enlargement induced by over-activating Notch1 signaling in our mouse model. At last, we found that the Notch and androgen signaling were increased in a sub-population of prostatic epithelial cells in humans with BPH by analyzing single-cell sequencing data, and the number of TROP2^+^ progenitors was increased in the *OEx* prostate.

## Materials and methods

### Animals

*Pbsn-Cre* mice, *Rosa26*^*N1ICD/N1ICD*^ mice, and *Rosa26*^*mTmG/mTmG*^ mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). All mice were housed in an SPF facility with a 14-hour light/10-hour dark cycle. *Pbsn-Cre* male mice were bred to *Rosa26*^*N1ICD/N1ICD*^ or *Rosa26*^*mTmG/mTmG*^ female mice to generate *Pbsn*^*Cre*^*Rosa26*^*N1ICD/+*^ or *Pbsn*^*Cre*^*Rosa26*^*mTmG/+*^ mice, respectively. Notch1 intracellular domain (*N1ICD*) was specifically overexpressed in the prostatic epithelium of *Pbsn*^*Cre*^*Rosa26*^*N1ICD/+*^ (*OEx*) male mice. *Rosa26*^*N1ICD/+*^ mice were used as controls (*Ctrl*). Male mice were sacrificed, and the anterior prostates (AP) were collected at ages 8, 12, 16, and 20 weeks. The AP was weighted and then fixed in 4% paraformaldehyde (PFA) for histological analysis or snap-frozen in liquid nitrogen for further use. Metabolic cages (Tecniplast GmbH, Hohenpeißenberg, Germany) were used to quantify 24-h urine and drink volumes of both *Ctrl* and *OEx* mice at 20 weeks of age.

### Orchidectomy model and drug treatment

Males were orchidectomized (ORX) as described by Antonia Sophocleous [25]. Briefly, the 6-week-old male mice were anesthetized, an incision was made in the abdomen, a single ligature was performed around the vas deferens and blood vessels, and then the testis by gently severing blood vessels with small scissors. After 3 weeks of rest, male mice were subcutaneously injected with DHT (500 µg/kg body weight, Sigma) or sesame oil for 3 days. Regarding the NAC treatment, mice were ORX, with 8 weeks of rest, intraperitoneally treated with N-acetyl-L-cysteine (NAC, 75 µg/kg body weight; Beyotime) for 2 days, and then NAC + DHT treatment for another 3 days, the anterior prostates were collected 24 h after the last treatment (Fig. S4). Another set of mice was *i.p.* injected with 0.1 mL 1.5% H_2_O_2_ per day for 2 weeks.

### Measurement of serum T and DHT levels

Mice were anesthetized, and serum was collected from the venous sinus. Serum T and DHT levels were measured by enzyme immunoassays performed at Shanghai Yanhui Biotechnology Co., LTD. The R-value of linear regression of standard substance and the expected concentration is greater than or equal to 0.9900. This assay has a sensitivity of 0.1 ng/mL, with intra- and interassay coefficients of variation of 15%.

### Histological and Immuno-staining

Frozen prostatic tissues of *Pbsn*^*Cre*^*Rosa26*^*mTmG/+*^ or *Rosa26*^*mTmG/+*^ mice were sectioned to 10 μm and then fixed in 4% PFA for 1 h at room temperature. All sections were counterstained with DAPI (4′,6-diamidino-2-phenylindole, Thermo Fisher). Images were captured using a confocal microscope (Leica, TCS SP8, Germany). 4% PFA-fixed, paraffin-embedded prostatic tissues were sectioned to 5 μm. After deparaffinization and hydration, sections were stained with H&E for histological analysis. For immunohistochemistry and immunofluorescence, sections were subjected to antigen retrieval in a pH 6.0 Sodium Citrate buffer, followed by hydrogen peroxide treatment to inactive endogenous peroxidase. After blocking with 10% Normal Goat Serum (NGS), the sections were incubated with primary and biotin or fluorescence-labeled secondary antibodies, respectively. For immunohistochemistry, diaminobenzidine (ORIGENE, Beijing, China) was used to visualize antigens, followed by counterstaining with hematoxylin. DAPI was used for counterstaining for immunofluorescence, and Images were captured using a confocal microscope (Leica, TCS SP8, Germany). All primary antibodies used in this study are listed in Table S1.

### Digital HSCORE analysis

Digital HSCORE analysis for AR protein was performed using image analysis software (Image J, National Institutes of Health, Bethesda, Maryland, USA) as previously described [26, 27].

### Analysis of ROS level and mitochondrial complex activity analysis

The ROS intensity and mitochondrial complex activity were performed using the Tissue reactive oxygen species kit (ChemicalBook, Beijing, China) or the Mitochondrial complex kit (KTB1850, KTB1870, KTB1880, Abbkine) according to the manufacturer’s protocol, respectively. Briefly, the fresh AP tissues were digested, and the cellular contents of AP were extracted. After several times gradient centrifugation, the reaction reagent was added to the extraction solution. Finally, the ROS intensity values of the fluorescence spectrophotometer with an emission wavelength of 488 nm and absorption wavelength of 520 nm were read. The values of the microplate reader at the absorbance of 340 nm (Complex I) or 550 nm (Complex III and IV) were read. Finally, perform data calculation and analysis according to product specifications.

### Cell culture and plasmid transfection

The human prostatic RWPE1 epithelial cells were cultured in DMEM/F12 (D2906, Sigma-Aldrich) supplemented with 10% FBS, and incubated at 37゜C in a humidified atmosphere of 95% air and 5% CO_2_. The DNA sequence encoding the intracellular domain of hNOTCH1 (N1ICD) was cloned into the pcDNA3.1 vector and named pcDNA3.1-N1ICD. The empty pcDNA3.1 was used as a control. The *AR* promoter sequence containing the RBPJ binding site (WT) or its mutant site (MUT) was inserted into the pGL3 vector and synthesized by SeyontinBIO-TECH CO.LTD, Guangzhou, China. The RWPE1 cells were seeded in 24-well plate, and 100 ng pcDNA3.1-N1ICD or pcDNA3.1, together with 700 ng WT-pGL3 or MUT-pGL3 were transfected using Lipofectamine 2000™ (Invitrogen) reagent with plasmids used according to the instructions of the manufacturer. Meanwhile, 100 ng of pRL-TK was co-transfected as an internal control.

### Dual luciferase assay

48 h after transfection, luciferase activity was evaluated by dual-luciferase reporter gene assay kit (#RG088M, Beyotime, Shanghai, China) according to the manufacturer’s instructions. Briefly, the cells were washed by HBSS twice and then lysed by lysis buffer, and then the activity of firefly and renilla luciferase was measured by GLOMAX 20/20 luminometer (Promega, Madison, USA).

### Western blot

Tissues were lysed in RIPA Lysis Buffer (Yamei, Shanghai, China), and proteins were quantified using Pierce™ BCA Protein Assay Reagent (Thermo, Carlsbad, USA). 10 µg total proteins were loaded on 10% SDS-PAGE gel and transferred onto a 0.45 μm nitrocellulose membrane. Blotting membranes were labeled with primary antibodies at 4゜C overnight after 1 h of blocking by 5% milk at room temperature. The membranes were then incubated with HRP-labeled secondary antibodies and enhanced chemiluminescence (ECL, Millipore, USA), respectively. At last, the signals were scanned by a Tanon-5200 imager (Tanon, Shanghai, China). All primary antibodies used in this study are listed in Table S1.

### RNA isolation and qRT-PCR

The prostatic secretions were cleaned to prevent poor RNA quality [28]. According to the manufacturer’s introduction, total RNA was extracted from tissues using a Trizol RNA reagent (Takara, Dalian, China). The RNAs were then reverse transcripted into cDNA using a HiSuperscript cDNA synthesis kit (Vazyme). qPCR was performed using an SYBR qPCR Master Mix kit (Vazyme) following the manufacturer’s protocol on the BIORAD-CFX96 Real-Time System (Bio-Rad, Hercules, CA, USA). The data were normalized by mouse *Rpl19* and analyzed using the ΔΔCt method. All qPCR primers of mice were listed in Table S2.

### RNA-Seq analysis

We collected APs from 20-week-old male mice for RNA-Seq analysis. We used the Trizol RNA Reagent (Takara, Dalian, China) to extract total RNA from the tissues, and the concentration and integrity of the RNA were measured with the ND-1000 Nanodrop and the Agilent 2100 TapeStation (Novogene Bioinformatic Technology, Beijing, China). The quality control parameters used in this study were: A260/A280 ratio ≥ 1.8, A260/A230 ratio ≥ 2.0, and RNA integrity number ≥ 8.0. The TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA) was used to generate cDNA libraries. High-throughput sequencing was run on an Illumina HiSeq 2500 system. Raw RNA-seq data were processed with an in-house computational pipeline. Differentially expressed genes were chosen based on fold change criteria > 2 and FDR (false discovery rate) < 0.05. The RNA-seq raw data were deposited in Gene Expression Omnibus (GEO) with the accession number GSE200565.

### GO and KEGG Enrichment analyses

GO and KEGG analysis was performed using the DAVID online tools [29]. The RNA-enriched genes were analyzed by using the GO database and KEGG database. The false discovery rate (FDR) cutoff was set at 0.05.

### scRNA-Seq Data Analysis

The single-cell RNA-seq data for benign prostatic hyperplasia and control were downloaded from the GEO database (GSE145928). Annotation information was provided by Dr. Strand DW [30]. Cells with less than 200 or greater than 6000 unique genes were excluded. The gene count matrix was normalized by SCTransform using default settings. Gene expression pattern in each cell type was visualized using the R package ggplot2.

### Statistics

Statistical analyses were conducted using a two-tailed Student’s t-test for those two groups’ analyses. And two-way analysis of variance (ANOVA) with Tukey’s multiple comparison test was used to determine significance in multiple-group experiments. All statistical analyses were performed using GraphPad Prism 8.0 (GraphPad Software). Data are shown as mean ± SEM. *P* < 0.05 was considered a statistical significance.

## Results

### Over-activated Notch1 signaling enlarges prostates in mice

To test if the activation of Notch signaling is associated with the growth of the prostate with age, we first detected the expression level of N1ICD (the activation status of Notch1) in the prostate of mice of different ages. The results showed that the expression level of N1ICD increased with age (Fig. 1A). To investigate the roles of high-level Notch1 signaling in mouse prostate, we generated a prostatic epithelium-specific Notch1 intracellular domain (*N1ICD*) over-expression mice model (*Pbsn-Cre Rosa*^*N1ICD/+*^, *OEx*), with the flow chart showing in Fig. 1B. The specific activity of *Pbsn-Cre* used in this study was confirmed by crossing with an mT/mG red-green double-fluorescent Cre-reporter mice, in which the Cre-activated cells express GFP while other cells are expressing RFP (Fig. S1A&B). The higher expression of both *N1ICD* and co-inserted *Egfp* mRNAs was detected in *OEx* mice compared to *Rosa*^*N1ICD/+*^ mice (*Ctrl*), suggesting the success of overexpressing *N1ICD* (Fig. 1C). Moreover, the increased expression of N1ICD protein and the mRNA levels of Notch signaling targets *Hey1* and *Hes5* indicated the functional over-activation of Notch signaling in the prostate of our mouse model (Fig. 1C&D). We then analyzed the prostate morphology of both *Ctrl* and *OEx* mice at different weeks of age. At 8 and 12 weeks, there was no significant difference in the size, weight, or histological morphology in *OEx* mice compared with *Ctrl* mice (Fig. 1E-G). However, at 16 and 20 weeks, the *OEx* mice showed an apparent increase in anterior prostate (AP) size and wet weight than the *Ctrl* mice (Fig. 1E&F). The density of AP epithelial cells was also significantly increased, and the cells were crowded, forming many convex nodules and clusters with a more complex overall structure (Fig. 1G). On the other hand, the size and morphology of other male reproductive organs, such as testis, epididymis, seminal vesicle, and vas deferens in *OEx* mice remained comparable with *Ctrl* mice (Fig. S2A&B). The 24-hour urine volume monitoring of *OEx* mice showed no significant difference with *Ctrl* mice, suggesting normal urination function in these mice (Fig. S2C).

**Fig. 1:**
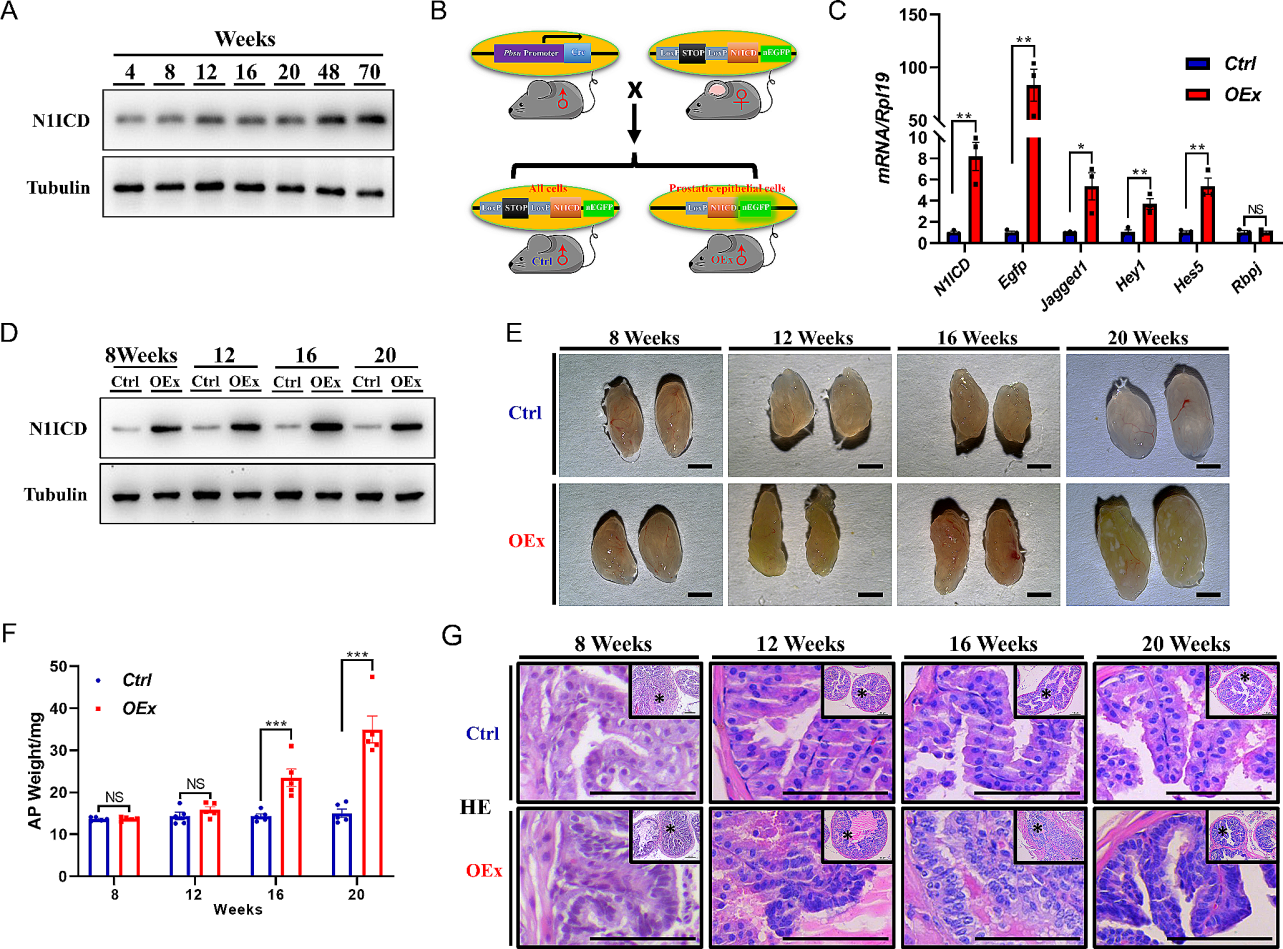
Prostatic enlargement in *OEx* male mice. (**A**) Western blot analysis of N1ICD protein level in AP at different ages. (**B**) Generation strategy of *Rosa26*^*N1ICD/+*^ (*Ctrl*) and *Pbsn-Cre Rosa26*^*N1ICD/+*^ (*OEx*) mice. (**C**) Expression of *N1ICD*, *Egfp*, *Jagged1*, *Hey1*, *Hes5*, and *Rbpj* mRNA in the prostate of *Ctrl* and *OEx* mice. Data are shown as mean ± SEM, *n* = 3 mice. (**D**) Comparison of the protein levels of N1ICD in *Ctrl* and *OEx* mice at 8, 12, 16, and 20 weeks of age. Morphology (**E**) and wet weight (**F**) of anterior prostate (AP) from *Ctrl* and *OEx* mice at 8, 12, 16 and 20 weeks of age. Data are shown as mean ± SEM, *n* = 5 mice. (**G**) Histological staining of AP from *Ctrl* and *OEx* mice. Scale bar: 2 mm in C, 100 μm in E; NS: No Significance; *p < 0.05; **p < 0.01; ***p < 0.001

To further confirm if the enlarged prostate in *OEx* mice was due to hyper-proliferation, we detected the immunosignal of Ki67, a cell proliferation marker. The results showed that the number of Ki67 positive epithelial cells in AP from *OEx* mice was significantly increased at all time points from 8 to 20 weeks, although there was no difference in AP wet weight between *OEx* and *Ctrl* mice at 8 and 12 weeks (Fig. 2A&B). The qPCR results also confirmed the high level of *Ki67* mRNA in AP of *OEx* mice (Fig. 2C). Meanwhile, the up-regulation of cell cycle regulators such as *Ccna2*, *Ccnb1*, *Ccnd1*, *Ccnd2*, *Cdk2*, *Cdk4*, and *Cdk6* were confirmed by qPCR (Fig. 2D). In addition, the immunostaining of apoptosis markers cleaved Caspase-3 showed no difference between the *Ctrl* and *OEx* mice (Fig. 2E). The anti-apoptotic gene *Bcl2* was significantly up-regulated in the AP of *OEx* mice, while apoptotic gene *Bad* was not changed (Fig. 2F). Finally, to investigate whether over-activation of Notch1 signaling causes prostate cancer, we observed the prostates of 1.5-year-old male mice. Compared with the 1.5-year-old *Ctrl* mice, the prostates of *OEx* mice were filled with fluid and unusually edematous, but no cancerous tissue was observed (Fig. 2G&H). Histological staining also confirmed that the prostate was not cancerous in *OEx* mice (Fig. 2G). All these data suggested that the prostates from *OEx* mice underwent enlargement along with age via hyperproliferation.

**Fig. 2:**
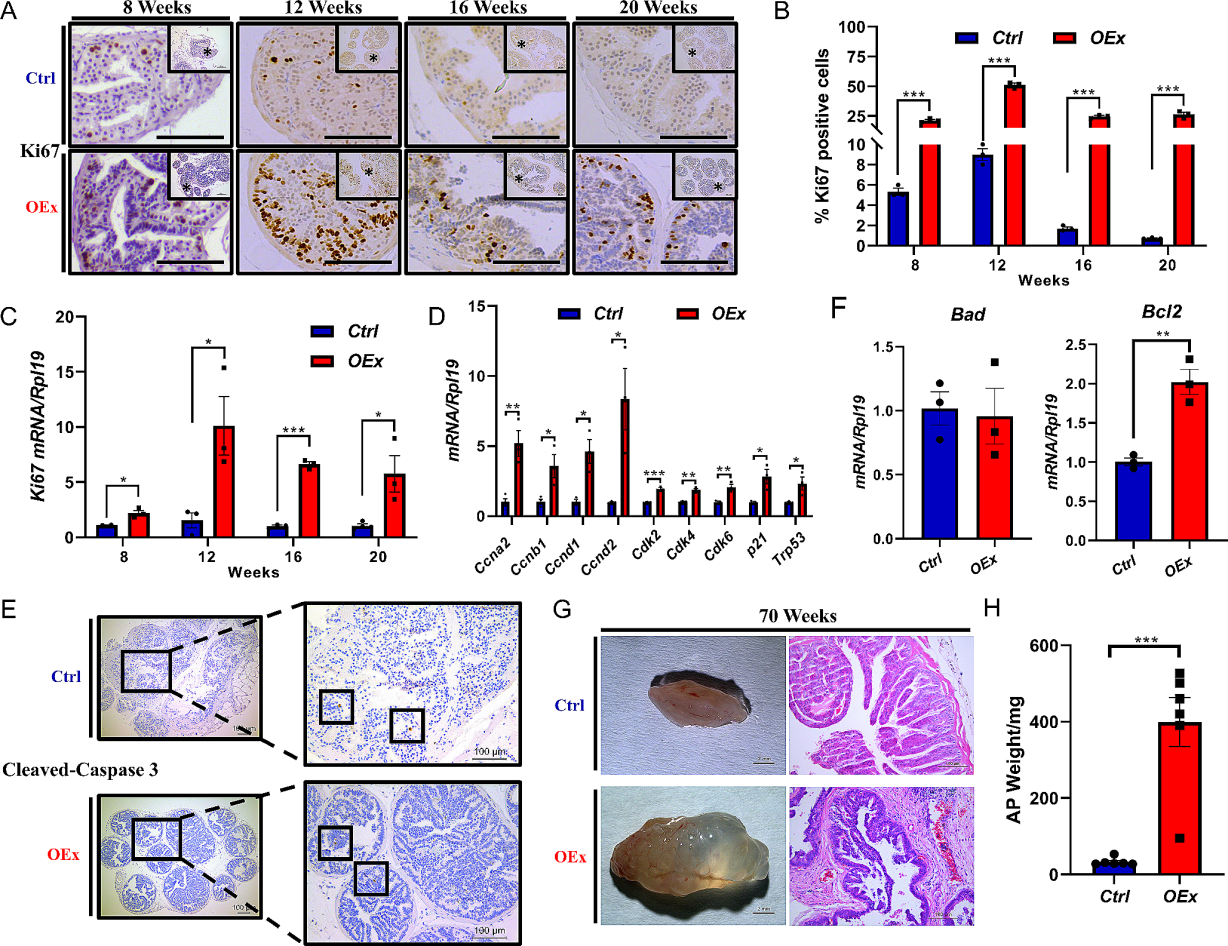
Proliferation and apoptosis statues in AP of *Ctrl* and *OEx* mice. (**A**) Immunostaining of Ki67 in AP from *Ctrl* and *OEx* mice at 8, 12, 16, and 20 weeks of age. The quantitative expression level of Ki67 protein is shown in (**B**). Mean ± SEM, *n* = 3. (**C**) qPCR detected mRNA levels of the *Ki67* gene in AP from *Ctrl* and *OEx* mice at 8, 12, 16, and 20 weeks of age. Mean ± SEM, *n* = 3. (**D**) qPCR detected expression of cell cycle regulators *CyclinA2*, *Cyclin B1*, *CyclinD1*, *CyclinD2*, *CDK2*, *CDK4*, and *CDK6* in AP from *Ctrl* and *OEx* mice at 20 weeks of age. Mean ± SEM, *n* = 3. (**E**) Immunostaining of cleaved Caspase-3 in AP from *Ctrl* and *OEx* mice at 20 weeks of age. (**F**) The expression of *Bad* and *Bcl2* mRNA was detected by qPCR in AP from *Ctrl* and *OEx* mice at 20 weeks of age. Mean ± SEM, *n* = 3. (**G**) Morphological and histological images of AP from *Ctrl* and *OEx* mice at 1.5 years of age. (**H**) The wet weight of AP from *Ctrl* and *OEx* mice at 20 weeks. Scale bar: 100 μm in (**A**). Data are shown as mean ± SEM, *n* = 6 mice. *P < 0.05; **P < 0.01; ***P < 0.001

### The prostate enlargement in *OEx* mice is androgen-dependent

As a male reproductive organ, the development and function of the prostate are mainly controlled by androgen signaling. Androgens bind to the androgen receptor (AR) to promote cell division and proliferation of prostatic epithelial cells [31]. We, therefore, tested if the androgen signaling was altered in *OEx* mice. We first found that the serum testosterone (T) level of *OEx* mice was higher than that of *Ctrl* mice, although the testis morphology showed no difference (Fig. S3). Additionally, immunostaining for AR was significantly higher in AP epithelial cells of *OEx* mice than that of *Ctrl* mice at 8, 12, 16, and 20 weeks of age (Fig. 3A&B). The expression of *AR* mRNA was consistent with AR protein (Fig. 3C). To further verify whether the androgen signaling in AP of *OEx* mice was over-activated, we detected corresponding AR downstream target genes *Fkbp5*, *Fn1*, *Rhou*, *Klkb1*, and *Sgk3*, which were significantly up-regulated in *OEx* mice (Fig. 3D).

**Fig. 3:**
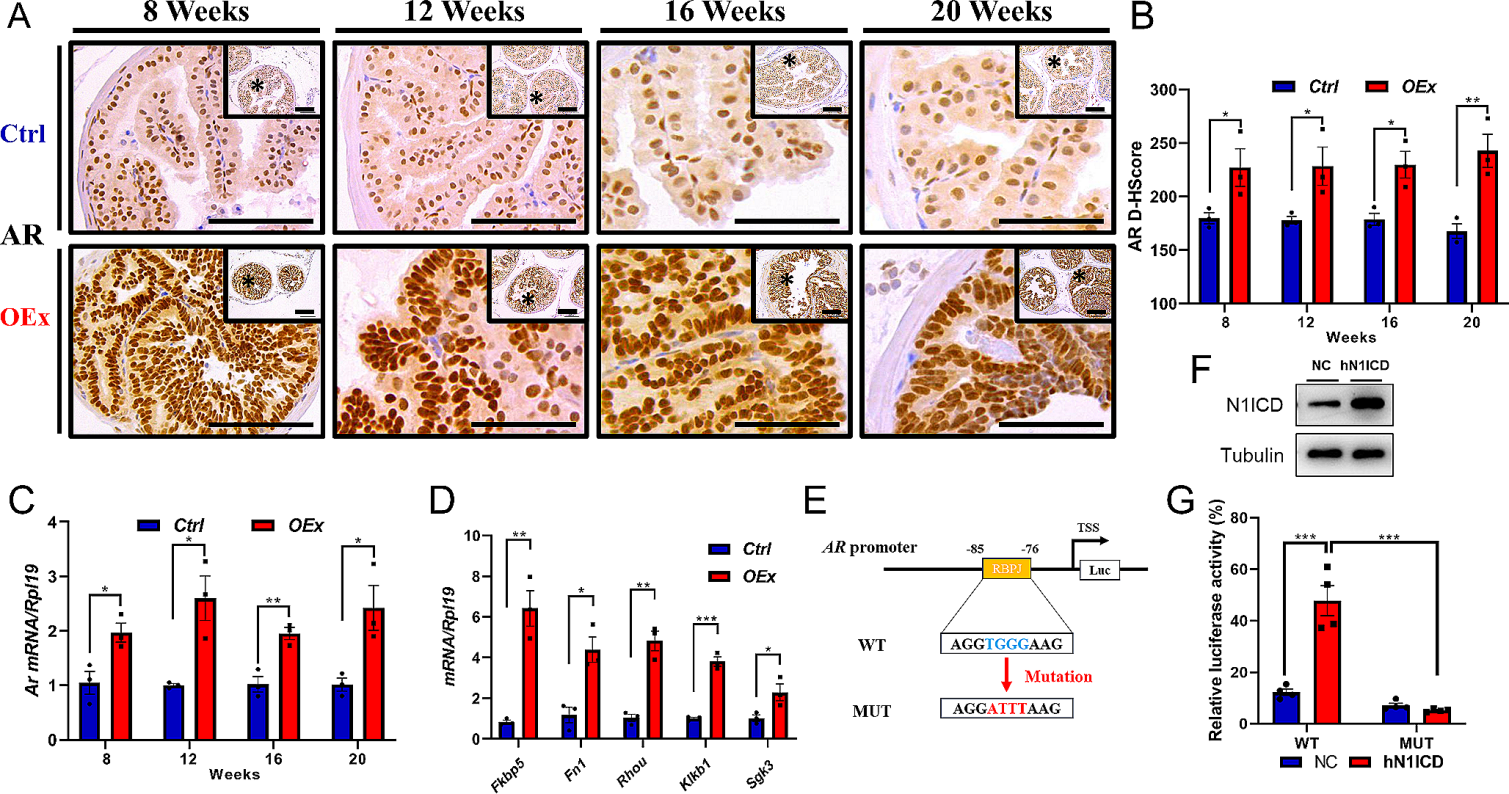
Expression of androgen receptor (AR) in AP from *Ctrl* and *OEx* mice. (**A**) Immunohistochemistry detected AR expression in AP from *Ctrl* and *OEx* mice at 8, 12, 16, and 20 weeks of age. The quantitative expression level of AR protein is shown in (**B**). Data are shown as mean ± SEM, *n* = 3. (**C**) Expression of *Ar* mRNA in AP from *Ctrl* and *OEx* mice at 8, 12, 16, and 20 weeks of age detected by qPCR. Data are shown as mean ± SEM, *n* = 3. (**D**) Expression of AR target genes *Fkbp5*, *Fn1*, *Rhou*, *Klkb1*, and *Sgk3* in AP from *Ctrl* and *OEx* mice detected by qPCR at 20 weeks of age. Data are shown as mean ± SEM, *n* = 3. (**E**) The schematic diagram exhibits RBPJ/AR binding sites and mutation in the AR promoter region. (**F**) Western blot analysis of N1ICD protein level in RWPE1 cells transfected with pcDNA3.1-N1ICD or pcDNA3.1 plasmids. (**G**) Relative luciferase activity of pGL3-AR-WT and pGL3-AR-MUT after overexpression of hN1ICD in human prostatic epithelial cells. Data is shown as mean ± SEM, *n* = 4. Scale bar: 100 μm; D-HScore: digital Histology Score; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

To explore the mechanism under which the Notch signaling regulates the transcription of *Ar*, we analyzed the promoter sequence of the *Ar* gene using the JASPAR database and UCSC Genome Browser. We had identified a potential RBPJ binding site at -85 bps before the transcription start site (TSS) of *Ar* gene (Fig. 3E), which is consistent in 35 vertebrates, including humans and mice. To confirm that this binding site is functional, we inserted a 215 bp *AR* promoter sequence into the pGL-3 vector and performed a dual-luciferase assay in prostatic epithelial RWPE1 cells. The results showed that the luciferase activity of the pGL-AR-WT reporter plasmid containing the wildtype sequence was significantly up-regulated by the overexpression of hN1ICD, while as the pGL3-AR-MUT plasmid in which the RBPJ binding site was mutated showed no response to the activated Notch signaling (Fig. 3F&G). These results suggested that *AR* is a direct target gene of canonical Notch signaling.

To investigate whether the AP hyperproliferation caused by the over-activation of Notch1 signaling was dependent on the activation of androgen signaling, we orchidectomized the mice and supplemented them with or without exogenous androgen (Fig. S4A). 3 weeks after orchidectomy, AP had atrophied, and the average wet weight of *OEx* and *Ctrl* mice were comparable, both decreased from approximately 11 mg to 4 mg (Fig. 4A&B). After 3 days of DHT i.p. injection, AP size and wet weight increased in both *OEx* and *Ctrl* mice. However, the rate of increasing size and wet weight of DHT-treated prostate were significantly larger in the *OEx* mice than that of *Ctrl* mice (Increased by 203.47% v.s 117.89%), indicating that the AP of *OEx* mice grew faster under the stimulation of DHT (Fig. 4A&B). In contrast, in the Oil-treated groups, AP size and wet weight remained low in both *Ctrl* and *OEx* mice without noticeable differences between the two genotypes (Fig. 4A&B). In addition, the histological morphology confirmed the degeneration of AP in *OEx* and *Ctrl* mice after removing endogenous androgen, and the role of DHT in increasing the number of AP epithelial cells between *OEx* and *Ctrl* mice (Fig. S5). The AP epithelial cells of *OEx* mice experienced explosive numbers. The nuclei were squeezed into strips, and it was difficult to distinguish the structures of neighboring cells (Fig. S5). Moreover, Ki67 staining showed that the proliferation of AP epithelial cells in *OEx* mice was significantly stronger than that in *Ctrl* mice with the existence of endogenous androgen or exogenously supplemented DHT, but not when testicles were removed and treated with Oil only, suggesting the existence of androgen was necessary for the hyperplasia phenomena in the *OEx* mice (Fig. 4C&D). On the other hand, we tested the expression level of AR in orchidectomized mice. The result showed that without endogenous androgen, the expression levels of AR are comparable between *OEx* and *Ctrl* mice. However, after 3 days of DHT supplementation, we found that the expression level of AR in *OEx* AP epithelial cells was significantly higher than that of *Ctrl* mice (Fig. 4E&F). These results further reveal that the hyper-proliferation of AP epithelial cells in *OEx* mice is dependent on the activation of androgen signaling.

**Fig. 4:**
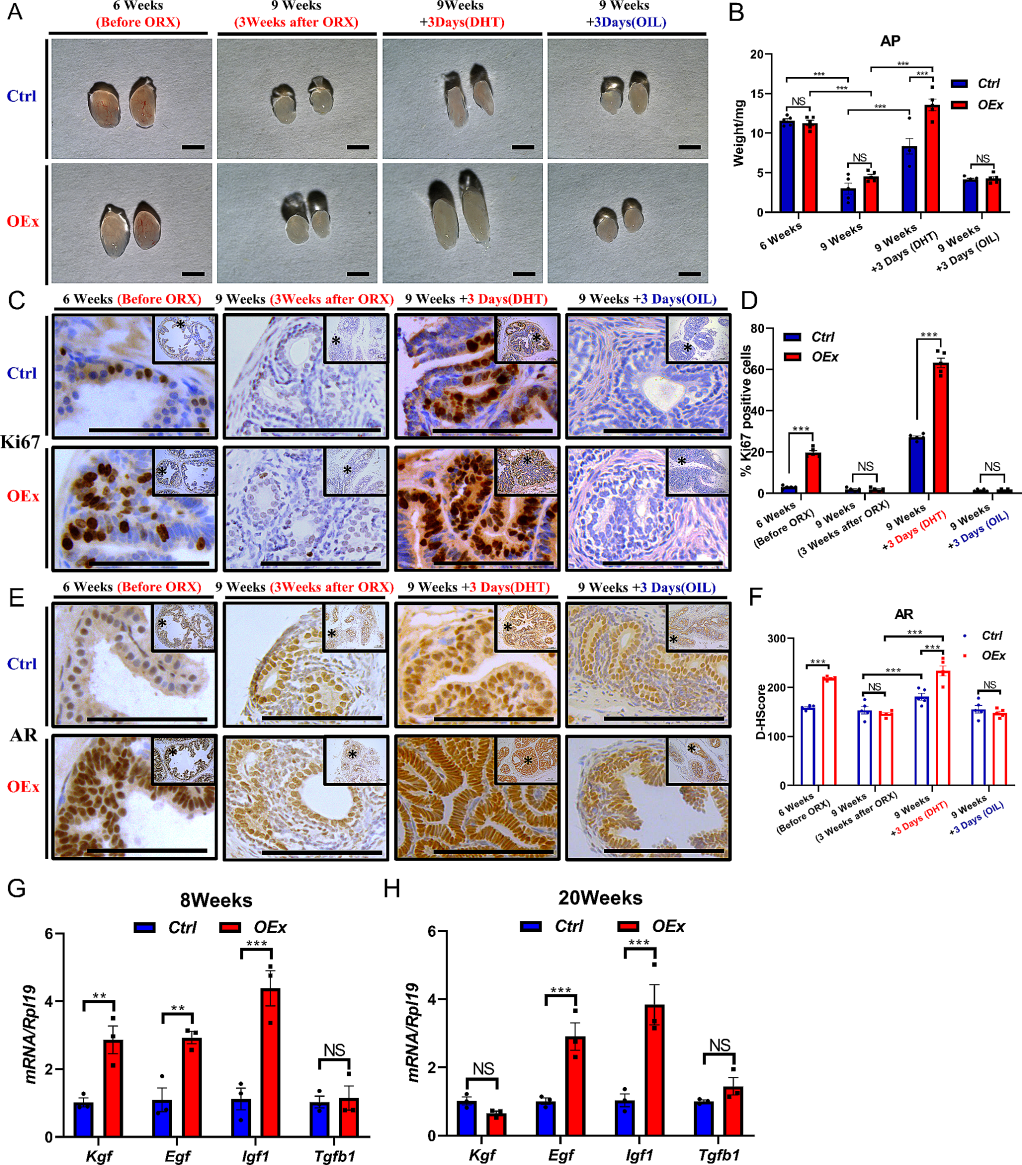
Androgen signaling mediates AP hyperplasia in *OEx* mice. (**A**) AP morphology in *Ctrl* and *OEx* mice before and after orchidectomy (ORX), and treated with DHT or vehicle (OIL) for 3 days. The wet weight of AP is shown in (**B**). Data are shown as mean ± SEM, *n* = 5. (**C**) Immunostaining of Ki67 in AP from *Ctrl* and *OEx* mice before and after ORX, and treated with DHT or OIL for 3 days. The quantitative expression level of Ki67 protein is shown in (**D**). Data are shown as mean ± SEM, *n* = 5. (**E**) AR expression in AP from *Ctrl* and *OEx* mice before and after ORX, and treated with DHT or OIL for 3 days detected by IHC. The quantitative expression level of AR protein is shown in (**F**). Data are shown as mean ± SEM, *n* = 5. (**G**) & (**H**) qPCR detected expression of *Kgf*, *Egf*, *Igf1*, and *Tgfb1* in AP from *Ctrl* and *OEx* mice at 8 and 20 weeks of age. Data are shown as mean ± SEM, *n* = 3. Scale bar: 2 mm in A, 100 μm in C and E; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

Studies have shown that the DHT-dependent prostatic enlargement in human BPH is due to the unbalance of downstream paracrine regulators KGF, EGF, and IGFs, which drive the proliferation of epithelial cells, and TGF-β that promotes cell death [5]. In our study, the expressions of *Egf*, and *Igf1* were remarkedly increased in the prostate of *OEx* mice at both 8 and 20 weeks of age compared to the *Ctrl* mice, while *Kgf* was higher expressed at 8 weeks of age only, and *Tgfb* stayed no change (Fig. 4G&H). The increased trends of proliferation-related growth factors and comparable levels of cell death-related growth factors suggested that the imbalance of these regulators might contribute to the DHT-dependent enlargement of the *OEx* prostate.

### Over-activated Notch1 signaling suppresses mitochondrial function and results in excessive accumulation of ROS

To reveal the effects and regulatory mechanism of Notch1 signaling overactivation on prostate hyper-proliferation, we performed transcriptional profiling using APs from 20-week-old *OEx* and *Ctrl* mice. 

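Total RNA of the whole anterior prostate (AP) was sequenced from 3 OEx and 3 Ctrl mice at 20 weeks of age, 1 library per mouse. The sample labels call the Ctrl genotype wild type, and the paper describes Ctrl mice as carrying the Cre-inducible Rosa26 N1ICD allele without Pbsn-Cre. The authors deposited 1 FPKM value (fragments per kilobase of gene, scaled to the size of the library) for each gene and mouse, listed by gene symbol. The paper states an in-house pipeline and does not name the aligner, the genome build or the fragments counted in the library size. With the exon lengths of the mouse GENCODE annotation of GRCm38, between 96.9% and 97.5% of the values of a mouse under 1000 reads were whole numbers of reads, and coordinates are given for that build. The recovered totals on annotated genes were 14896851, 16998855 and 14762182 reads in OEx mice and 17233769, 17742076 and 18650962 reads in Ctrl mice, with medians of 14896851 and 17742076. At these depths, 3 reads correspond to a CPM between 0.161 and 0.203, a floor that covers counting error only. The denominator behind the FPKM values was 1.22 to 1.35 times the recovered reads in OEx mice and 0.726 to 0.815 times in Ctrl mice. The median over genes of each mouse relative to the geometric mean of the 6 mice was 1, so the deposited values already carry a scaling between mice. A single gene took 14.3% to 22.0% of the reads in Ctrl mice, and no gene took more than 1.12% in OEx mice. The 20 most abundant genes took 27.3% to 34.1% of the reads in Ctrl mice and 7.29% to 9.02% in OEx mice. Replicates 1 and 2 were closer to each other than to replicate 3, with a Pearson r across genes of 0.991 in OEx mice and 0.991 in Ctrl mice, but differed by more than counting noise, as a second library of the same RNA could too, and each was counted as a separate mouse because the labels list it as one. Genes are not independent replicates in this correlation. Ctrl replicate 3 carried 1.31% of its reads on 8 seminal vesicle genes, which took at most 3.25e-04% in any other mouse. OEx and Ctrl mice were compared with limma on log2(FPKM + 1) over the 12833 rows with a mean of at least 1 FPKM, so fold changes of low genes are understated. Genes were called with the criteria of the paper, an FDR (Benjamini-Hochberg) under 0.05 and a fold change over 2. For a single gene, an exact permutation test of 3 against 3 mice cannot give a two-sided p below 0.1.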

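In OEx mice the intracellular domain of Notch1 is expressed from the Rosa26 locus. The Notch1 gene itself lies on chromosome 2 from 26457903 to 26516663 and overlaps other annotated transcripts there. It was measured at 41.9, 47.6 and 78.9 FPKM in the 3 OEx mice and 5.18, 5.55 and 3.34 FPKM in the 3 Ctrl mice. These values do not separate reads of the N1ICD transgene from those of the Notch1 gene. The log2 fold change of Notch1 was 3.30 (standard error 0.268, limma FDR 1.01e-04), and all OEx mice lay above all Ctrl mice. Of the genes tested with limma, 3674 were differentially expressed in OEx mice, of which 1653 were higher and 2021 were lower. Groups did not overlap for 9290 of all tested genes (72.4%), where chance gives 10% of genes. Mice with the same replicate number are different animals, and their deviations from the group means correlated at -0.230 across genes, against 0.0951 for the other pairs of mice. With the replicate number as a block in the same fit, 3597 genes were called, 1611 higher and 1986 lower. The split between higher and lower genes moved with the scaling. With FPKM scaled by library totals, which raised the median log2 fold change of all genes from -0.078 to 0.59, 4125 genes were called higher and 565 lower. Without the 20 most abundant genes in those totals, 2575 were called higher and 1184 lower, and with upper-quartile scaling 1346 higher and 2501 lower. Among called genes with a mean of at least 10 FPKM and no overlap between groups, the largest increases were those of Scgb1a1 with a log2 fold change of 7.95, H2-Q10 with 7.02, Gm23689 with 5.95, Ugt2b35 with 5.85 and Spink11 with 5.54. Gm23689, annotated as a microRNA gene of 110 bases, had at most 3 reads in any Ctrl mouse. H2-Q10, Ugt2b35 and Spink11 each have a called-higher gene with the same symbol prefix. The largest decreases were those of Ren1 with a log2 fold change of -11.26, 9530053A07Rik with -9.35, 9530003J23Rik with -9.33, C1rb with -8.02 and Gm37223, which overlaps another lincRNA, with -8.00. Their values differed between OEx mice by a larger factor than between Ctrl mice. Ren1 was at 0.0908 and 0.0528 FPKM in OEx replicates 1 and 2 and at 47.0 FPKM in OEx replicate 3, against 9601 ± 2573 FPKM (SD, n = 3) in Ctrl mice.

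**Figure D1:**
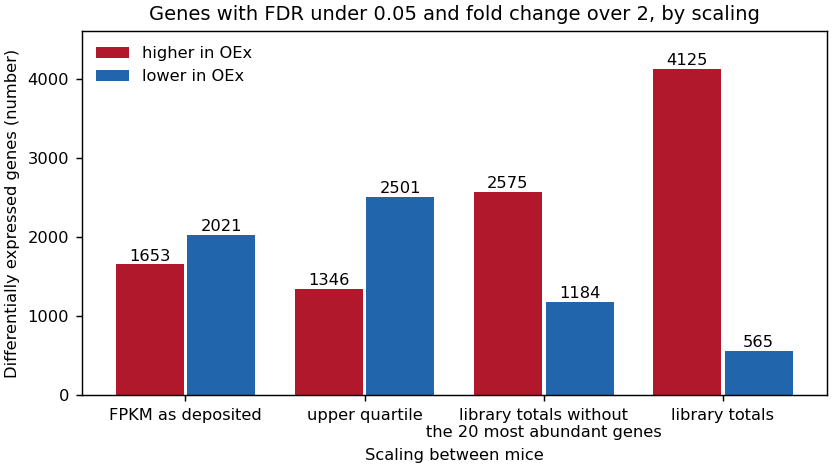
Number of genes called higher (red) and lower (blue) in OEx mice, on the vertical axis, with the deposited FPKM values and with 3 other scalings between mice. The deposited values give more lower than higher genes, and library totals give 4125 higher and 565 lower genes.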

Comparative analysis of gene expression profiles showed that 8,835 genes were differentially expressed, of which 4,615 were up-regulated, and 3,220 were down-regulated in *OEx* mice prostate (Fig. 5A). Further GO analysis found that many biological functions regarding the mitochondrial function, such as the activities of the mitochondrial protein complex, mitochondrial intimal complex, and mitochondrial respiratory chain were significantly altered (Fig. 5B). Moreover, transmission electron microscopy (TEM) showed that higher in number but smaller in size of mitochondria in the prostate of *OEx* mice compared with *Ctrl* mice. 

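GO annotation was not used here, and families of nuclear genes for mitochondrial proteins were tested instead. Of 77 tested genes of mitochondrial ribosomal proteins (symbols starting with Mrpl or Mrps), 70 had a log2 fold change below 0 and 38 were called lower, with a median log2 fold change of -0.98. None of them was called higher. Of 22 tested genes of the mitochondrial import machinery (Timm and Tomm), 17 had a log2 fold change below 0 and 10 were called lower, with a median log2 fold change of -0.96. Called-lower genes made up 49.4% of the ribosomal and 45.5% of the import family, against 15.7% of all tested genes (one-sided Fisher's exact test across genes, p = 5.38e-12 and p = 9.55e-04). Genes are not independent replicates in such tests. Against all other genes, limma's camera set test (preset inter-gene correlation 0.01, two-sided) gave p = 1.20e-11 for the ribosomal and p = 4.28e-04 for the import family. With the replicate number as a block the p values were 3.79e-11 and 6.04e-04, where same-numbered mice correlated at -0.230. The setting that raised these p values most estimated the correlation from the data, which gave 0.0179 and 0.0625. With library totals, 4 ribosomal and 2 import genes were called lower and 2 and 1 higher with family medians -0.87 and -0.83 from the median of all genes, a distance that 1 factor per mouse leaves nearly fixed. Of 625 Reactome pathways with 15 to 500 tested genes, camera gave an FDR under 0.05 for 88 lower and 14 higher pathways, and with the block for 86 and 15. The first of them was the pathway of respiratory electron transport and ATP synthesis, whose 84 genes had a median log2 fold change of -1.28 (limma camera FDR 3.13e-12). Mitochondrial translation elongation, with 81 genes, had a median of -0.93 (limma camera FDR 2.21e-09). Pathways of cytosolic translation were also among the lower ones.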

Mitochondria in the *OEx* prostatic epithelial cells were squeezed to the top of the cell (Fig. S6, Fig. 5C&E). The immunostaining showed that Tom20, a component of the mitochondrial outer membrane translocation enzyme located in the mitochondrial outer membrane, was mainly distributed at the top of epithelial cells, which was consistent with the TEM images (Fig. 5D). Lee et al. have shown that canonical Notch signaling induces multiple transcriptional repressors that suppress the transcription of genes encoding mitochondrial complex components [32]. To further investigate whether prostate mitochondria were dysfunctional in *OEx* mice, expression levels of 122 core genes regulating mitochondrial function were analyzed from the RNA-seq data. 

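The paper's text does not name the genes in this set. A list of 82 nuclear genes for complexes I to V, written before the data were examined, was used here. Besides subunits, this list holds Cycs, Cox7a2l and Atpif1, which are not subunits in the strict sense. Of the 81 listed genes that passed the filter, 80 had a log2 fold change below 0 in OEx mice. With limma 64 were called lower, the same number as when the FDR was computed over the list alone. None was called higher. Without the fold change criterion, 78 were lower and 1 higher at an FDR under 0.05. Their log2 fold changes ran from -2.52 to 0.34, with a median of -1.31, and groups did not overlap for 79 genes, where chance gives 10%. The list stood below the other tested genes (camera, preset correlation, p = 1.03e-17). With the replicate number as a block, 64 genes were called lower and the camera p was 4.66e-17, with same-numbered mice correlated at -0.230. With the inter-gene correlation estimated from the data, the camera p was 0.0665. The number of calls depended most on the scaling, with 13 genes called lower and 72 below 0 under library totals. Relative to the median of all genes, the list lay at -1.14 under library totals, a distance that scaling each mouse by 1 factor can hardly move. Random lists of genes matched on mean expression, exon length and GC content, drawn after the data were seen, had a median of -0.85, and 0 of 10000 lay as low as the list. The Reactome list of respiratory electron transport and ATP synthesis, which shares 74 genes with this one, had 65 of 84 tested genes called lower and 2 called higher. The 13 protein-coding genes of the mitochondrial genome did not follow this pattern. Only mt-Nd3 was called lower, with a log2 fold change of -1.21 (standard error 0.204, limma FDR 0.00195), and it lost the call without Ctrl replicate 3. The camera test of the 13 genes, with the preset correlation, gave p = 0.865, and 0.777 with the block. With corrections chosen after the data were seen, the same test with the preset correlation put them below all other genes, with p = 2.65e-04 for GC content, p = 0.0175 for GC content and length, and p = 0.0116 for both with the block. Their median was -0.029, and 8 were below 0 with the deposited values, 1 with library totals and 12 after the GC correction. The gene mt-Co1 was at 3510 ± 461 FPKM (SD, n = 3) in OEx mice and 3593 ± 592 FPKM (SD, n = 3) in Ctrl mice, a log2 fold change of -0.029 (limma FDR 0.887). The 7 of the 13 with a mean of at least 100 FPKM had a median of 0.077 relative to all genes.

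**Figure D2:**
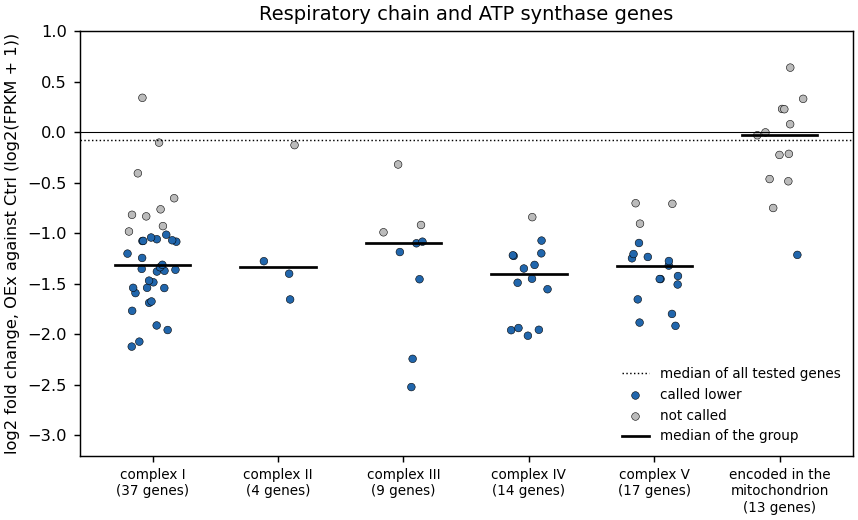
Log2 fold change of each listed respiratory chain or ATP synthase gene in OEx against Ctrl mice, on the log2(FPKM + 1) scale. Genes are grouped by complex, with nuclear genes to the left and genes of the mitochondrial genome at the right. Blue points were called lower, bars are group medians and the dotted line is the median of all tested genes. Most nuclear genes lie between -1 and -2, and the mitochondrial genes lie around 0 with the deposited scaling and mostly above 0 with library totals.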

The results showed that 103/122 genes were markedly down-regulated in the prostate of *OEx* mice (Fig. 5F). Therefore, we next assessed the activity of the mitochondrial complexes. The results showed that the activity of mitochondrial complexes I, III, and IV in the prostate of *OEx* mice was significantly suppressed (Fig. 5G). Transcriptional levels of genes encoding these three mitochondrial complexes and involved in ATP production were also strongly decreased (Fig. 5H). qPCR confirmed the suppression of these genes in the *OEx* mice (Fig. S7A). These results collectively suggested that the mitochondrial function of prostatic epithelial cells is impaired in *OEx* mice, and the increased number of mitochondria might be due to a compensatory mechanism.

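Fig. 5H names 19 genes, 15 of complexes and ATP production and 4 of anti-oxidant enzymes. The paper shows them from these same RNA-seq data, so counts over this list are not an independent test. With limma, all 19 had log2 fold changes below 0 in OEx mice and 13 were called lower, a number that was the same over the list alone and with the replicate block (13 genes, same-numbered mice correlated at -0.230). With library totals 3 of the 19 were called lower, and Ndufaf2, Atp5a1, Sdha and Sod2 were above 0. Ndufa4, on chromosome 6 from 11900292 to 11907497, showed the largest decrease, from 201 ± 41.6 FPKM (SD, n = 3) in Ctrl to 50.2 ± 0.973 FPKM (SD, n = 3) in OEx mice. Its log2 fold change was -1.96 (standard error 0.146, limma FDR 7.59e-05). Ndufb9, on chromosome 15 from 58933756 to 58939488, overlaps another annotated gene and was at 18.4 ± 0.460 FPKM (SD, n = 3) in OEx mice and 72.3 ± 7.05 FPKM (SD, n = 3) in Ctrl mice, a log2 fold change of -1.91 (limma FDR 2.64e-05). Ndufs5 fell by 1.59 on the log2 scale, Ndufb8 by 1.54, Ndufb6 by 1.54, Ndufc1 by 1.47, Sdhd by 1.40, Ndufs8 by 1.24, Atp5b by 1.23 and Ndufa7 by 1.08, with limma FDRs between 2.64e-05 and 2.97e-04. Ndufa7 lost its call without Ctrl replicate 3 and kept its sign. Ndufa9 (-0.93), Uqcrc1 (-0.92) and Atp5a1 (-0.70) had limma FDRs under 0.05 but changed less than the fold criterion. The difference was within the spread between mice for Ndufaf2, at 2.83 ± 0.133 FPKM (SD, n = 3) in OEx mice and 3.64 ± 0.814 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -0.26, limma FDR 0.158). The same held for Sdha, at 43.6 ± 6.23 FPKM (SD, n = 3) in OEx mice and 47.6 ± 3.92 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -0.13, limma FDR 0.390). All OEx mice were below all Ctrl mice for the other 17 genes, each with an exact permutation p of 0.1, the smallest that 3 against 3 mice allow, and the p was 0.3 for Ndufaf2 and 0.4 for Sdha.

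**Figure D3:**
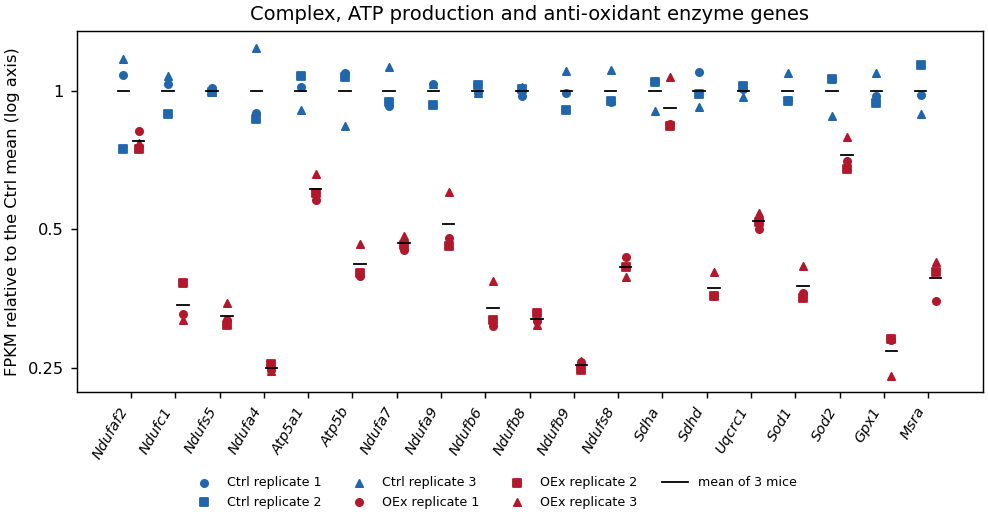
FPKM of the 19 genes in each mouse relative to the mean of the Ctrl mice, on a log axis, with Ctrl mice in blue, OEx mice in red, a symbol per replicate and a bar at the mean of 3 mice. OEx and Ctrl mice overlap for Ndufaf2 and Sdha, and are apart for the other 17 genes.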

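Counted by complex among the nuclear genes with limma, 28 of 37 tested genes of complex I were called lower in OEx mice. The counts were 3 of 4 for complex II and 6 of 9 for complex III. They were 13 of 14 for complex IV and 14 of 17 for complex V. Complex IV here includes Cycs and Cox7a2l, and complex V includes Atpif1, each called lower. The median log2 fold changes were -1.31 for complex I, -1.34 for complex II, -1.10 for complex III, -1.40 for complex IV and -1.32 for complex V, and differences between complexes were not tested. The paper rests its proposal of impaired mitochondrial function on GO analysis, electron microscopy, Tom20 staining and its own gene set. It also rests it on the activity of complexes, the genes of Fig. 5H and qPCR, and not on the list used here. Compensation is what the paper proposes as a possible reason for the larger number of mitochondria.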

**Fig. 5:**
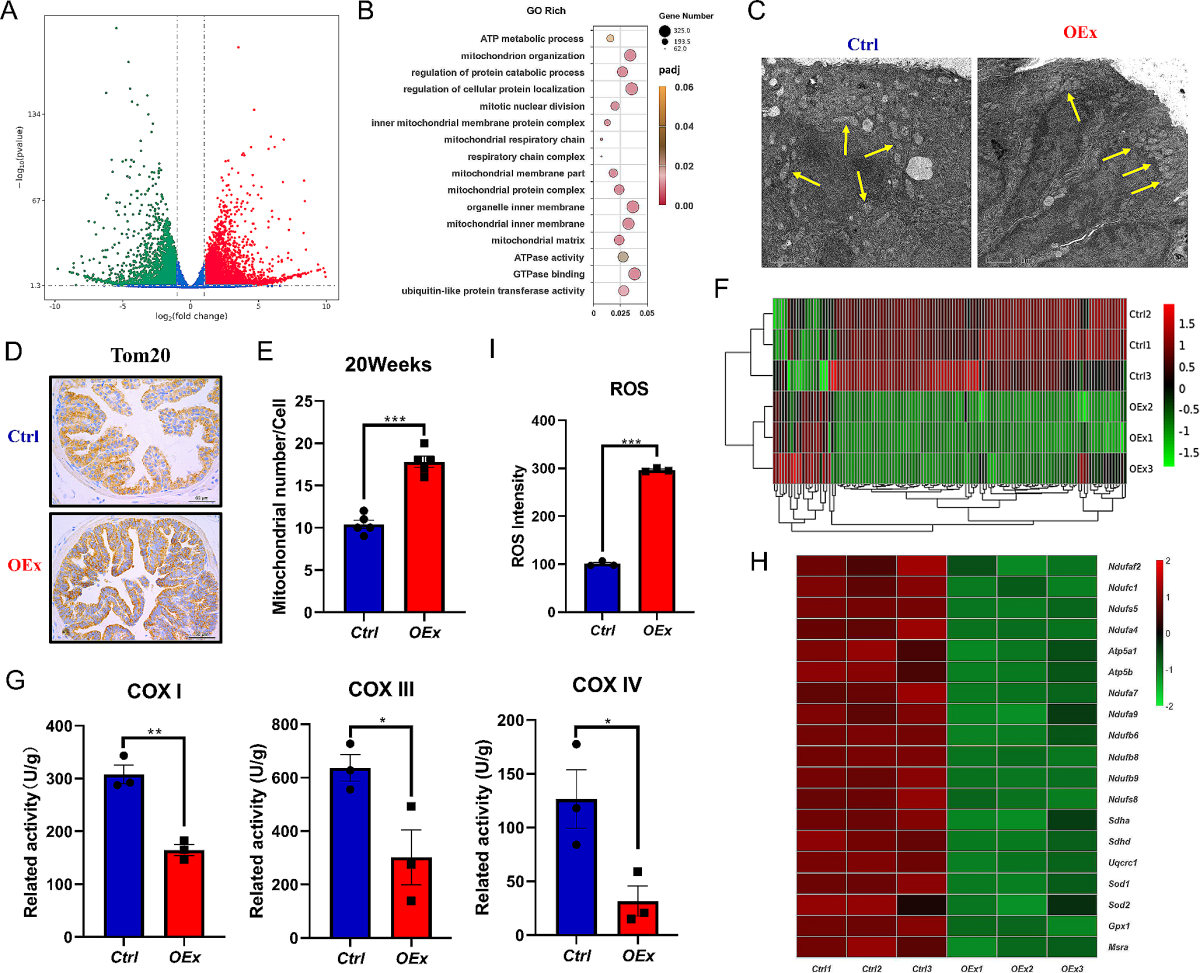
Inhibited mitochondrial functions in AP of *OEx* mice. (**A**) The volcano plot shows differently expressed genes (DEGs) in AP between *Ctrl* and *OEx* mice, detected by RNA-seq. (**B**) GO enrichment analysis DEGs in AP between *Ctrl* and *OEx* mice. (**C**) Transmission electron microscopy images of AP from *Ctrl* and *OEx* mice. (**D**) Immunostaining of Tom20 in AP from *Ctrl* and *OEx* mice at 20 weeks of age. (**E**)The number of mitochondria in AP epithelial cells of AP from *Ctrl* and *OEx* mice at 20 weeks of age. Data are shown as mean ± SEM, *n* = 5. (**F**) Expression of genes regulating mitochondrial function in AP from *Ctrl* and *OEx* mice at 20 weeks of age, from RNA-seq data. (**G**) The activity of prostate mitochondrial complex I, III, and IV in AP from *Ctrl* and *OEx* mice at 20 weeks of age. Data are shown as mean ± SEM, *n* = 3. (**H**) Transcriptional levels of genes involved in mitochondrial complexes ATP production in AP from Ctrl and OEx mice at 20 weeks of age, from RNA-seq data. (**I**) Reactive oxygen species (ROS) intensity in AP from *Ctrl* and *OEx* mice at 20 weeks of age. Data are shown as mean ± SEM, *n* = 3. Scale bar: 1 μm in C, 50 μm in D; *P < 0.05; **P < 0.01; ***P < 0.001

The disorder of mitochondrial metabolic activity may bring about the incremental which results in oxidative stress and disrupts various organelles and physiological processes, ultimately destroying the physiological balance [33]. In our study, ROS analysis showed that the intensity of ROS in *OEx* AP was higher than that in *Ctrl* mice (Fig. 5I). Transcription of genes encoding cellular anti-oxidant enzymes was concordant with mitochondrial biogenesis [34]. The expression of anti-oxidant enzymes, such as *Sod1*, *Sod2*, *Gpx1*, and *Msra*, was also significantly inhibited in prostate epithelial cells of *OEx* mice (Fig. S7B, Fig. 5H). 

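In the RNA-seq of whole AP, 3 of the 4 genes were called lower in OEx mice with limma, also when the FDR was computed over the 4 genes alone and with the replicate block (3 genes, same-numbered mice correlated at -0.230). Gpx1, on chromosome 9 from 108338903 to 108340343, was at 113 ± 11.4 FPKM (SD, n = 3) in OEx mice and 412 ± 33.2 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -1.86, standard error 0.113, limma FDR 4.13e-05). Sod1, on chromosome 16 from 90220754 to 90226329, was at 47.3 ± 4.14 FPKM (SD, n = 3) in OEx mice and 125 ± 10.1 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -1.39, standard error 0.102, limma FDR 7.15e-05), and its annotation overlaps that of Scaf4. Msra, on chromosome 14 from 64122625 to 64455903, was at 4.00 ± 0.395 FPKM (SD, n = 3) in OEx mice and 10.2 ± 1.26 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -1.16, standard error 0.116, limma FDR 2.09e-04), and overlaps an antisense gene. Sod2, on chromosome 17 from 13006846 to 13040063, changed less than the fold criterion, from 16.1 ± 1.69 FPKM (SD, n = 3) in Ctrl to 11.7 ± 0.994 FPKM (SD, n = 3) in OEx mice. Its log2 fold change of -0.43 had a limma FDR of 0.0115, and of 0.0523 with the replicate block. With library totals, which raise all genes, 1 of the 4 genes was called lower, and Sod2 had a log2 fold change of 0.30. Each gene was lower in all 3 OEx mice than in all 3 Ctrl mice with the deposited values.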

Our results indicated that mitochondrial dysfunction led to the decrease of anti-oxidant capacity and increase of ROS level, which might contribute to the hyper-proliferation and enlargement of the prostate in *OEx* mice.

### N-acetyl-L-cysteine alleviates prostatic hyperproliferation in *OEx* mice

To investigate whether the excessive accumulation of ROS caused the hyper-proliferation of prostate in *OEx* mice, we conducted intraperitoneal injection of anti-oxidant N-acetyl-L-cysteine (NAC) in our animal models (Fig. S4B&C). As a result, two weeks of NAC treatment from 16-week-old or 30-week-old significantly reduced the wet weight of AP in *OEx* mice (Fig. 6A). In 16-week-old mice, the younger stage, NAC treatment restored AP the wet weight of *OEx* mice to a comparable level to that of *Ctrl* mice (Fig. 6B). In 30-week-old mice, the older stage, two weeks of NAC treatment could not fully recover the AP wet weight, but still significantly decreased *OEx* induced AP overweight (Fig. 6C). Furthermore, Ki67 staining also showed that AP epithelial cell proliferation significantly decreased in NAC-administrated *OEx* mice compared with vehicle-administrated *OEx* mice at both 16 + 2 and 30 + 2 weeks of age (Fig. 6D-F). Consistent with this, ROS intensity in *OEx* mice was significantly reduced by NAC treatment (Fig. 6G&H). Conversely, 2 weeks of 1.5% H2O2 treatment increased in vivo ROS level, associated with the higher proliferation of prostatic epithelial cells in mice (Fig. S8C-G).

**Fig. 6:**
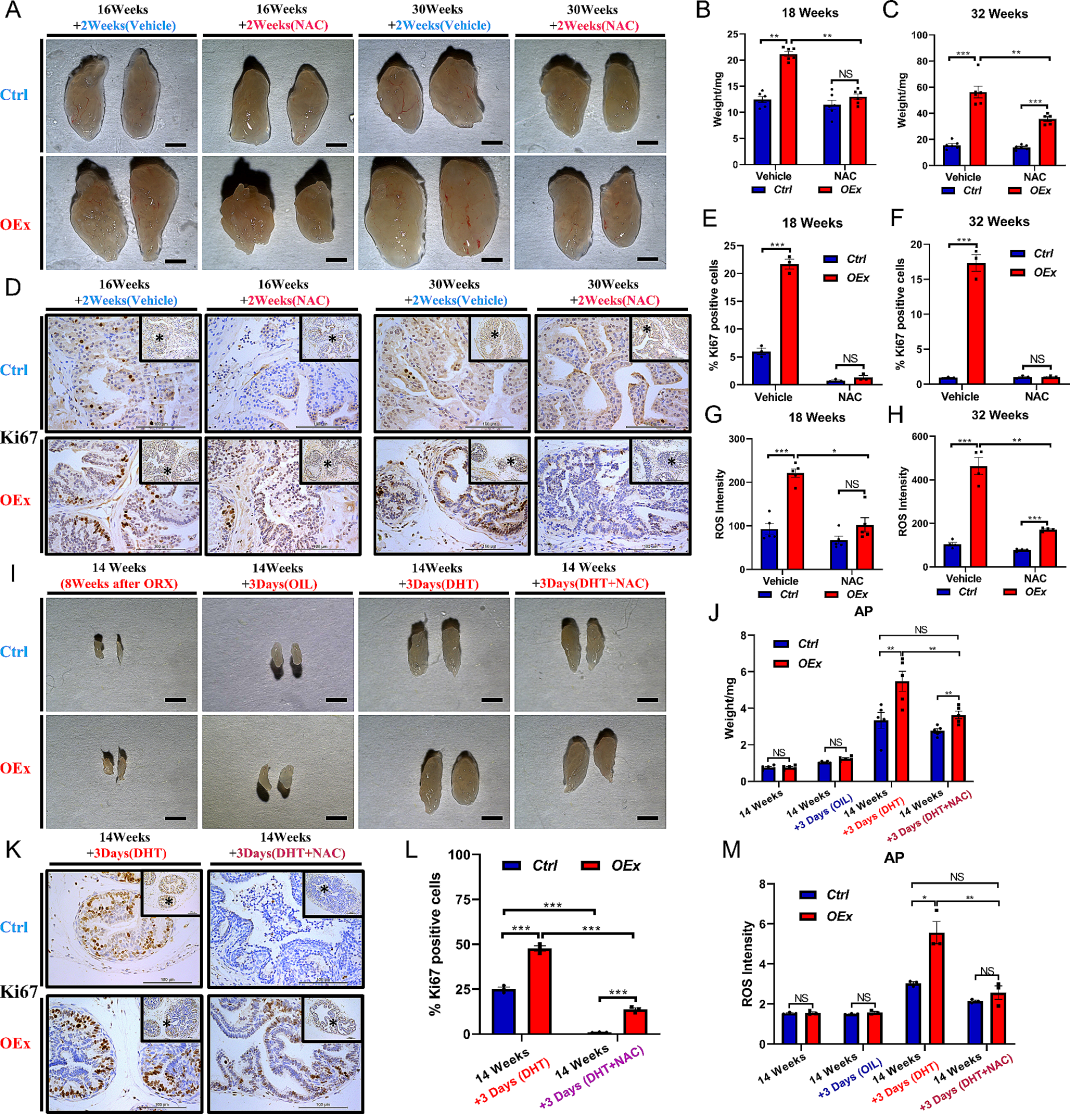
NAC effectively inhibits prostatic hyperplasia in adult *OEx* mice. (**A**) Morphology of *Ctrl* and *OEx* AP treated with N-acetyl-L-cysteine (NAC) or Vehicle for 2 weeks from 16 or 30 weeks of age. The wet weight of APs is shown in (**B**) & (**C**). Data are shown as mean ± SEM, *n* = 5. (**D**) Immunostaining of Ki67 in *Ctrl* and *OEx* AP treated with NAC or Vehicle for 2 weeks from 16 or 30 weeks of age. The quantitative expression level of Ki67 protein is shown in (**E**) & (**F**). Data are shown as mean ± SEM, *n* = 3. (**G**) & (**H**) Prostatic ROS intensity in *Ctrl* and *OEx* AP treated with NAC or Vehicle for 2 weeks from 16 or 30 weeks of age. Data are shown as mean ± SEM, *n* = 5 in G and *n* = 4 in H. (**I**) Mophology of *Ctrl* and *OEx* AP after ORX, treated with OIL, DHT, or DHT together with NAC. The wet weight of APs is shown in (**J**). Data are shown as mean ± SEM, *n* = 5. (**K**) Immunostaining of Ki67 in *Ctrl* and *OEx* AP treated with DHT or DHT together with NAC NAC after ORX. The quantitative expression level of Ki67 protein is shown in (**L**). Data are shown as mean ± SEM, *n* = 3. (**M**) Prostatic ROS intensity in *Ctrl* and *OEx* AP treated with DHT or DHT together with NAC NAC after ORX. Data are shown as mean ± SEM, *n* = 3. Scale bar: 2 mm in A and I, 100 μm in D and K; *P < 0.05; **P < 0.01; ***P < 0.001

Meanwhile, we conducted NAC treatment in the orchidectomized mouse model. As expected, supplementation of NAC significantly rescued DHT-induced prostatic enlargement in the orchidectomized *OEx* mice, the AP wet weight in this group was similar to that of orchidectomized *Ctrl* mice supplemented with DHT (Fig. 6I&J). Ki67 staining also showed that NAC attenuated AP proliferation in orchidectomized *OEx* mice (Fig. 6K&L). Meanwhile, the ROS intensity of AP in orchidectomized *OEx* mice supplemented with DHT + NAC was also reduced, compared to that of AP in orchidectomized *Ctrl* mice supplemented with DHT (Fig. 6M). However, NAC treatment did not interfere with the expression of AR and Tom20, confirming that the ROS distribution acts as the downstream of androgen signaling and mitochondrial function (Fig. S8A&B-S9A-C). These findings indicated that NAC could alleviate the DHT-dependent prostatic hyperproliferation induced by the over-activation of Notch1 signaling in mice.

### Higher activation of Notch1 signaling in epithelial cells from patients with BPH

We then wondered if Notch signaling over-activation associated hyper-proliferation phenotype occurred in humans. To test this hypothesis, we explored the expression level of *NOTCH1* in human prostates with BPH using online microarray data GSE119195. The result showed that the expression of *NOTCH1* was significantly up-regulated in the prostates from patients with BPH compared with disease-free controls (Fig. 7A). However, our mouse model over-activated Notch signaling in the epithelial cells only but not other cell types. We, therefore, sought to explore the expression level of NOTCH1 in BPH prostate epithelial cells. Dr. Strand and his team have investigated the cellular anatomy of the adult human prostate using single-cell RNA sequencing (scRNA-Seq) and reported two novels discovered epithelial cell types: the urothelial origin club (SCGB1A1^+^) and hillock (KRT13^+^) cells, other than the known luminal and basal epithelial cells from the human prostate, the number of Club cells increases in BPH compared to normal prostate, but Hillock cell number decreases [30, 35]. We then re-analyzed their scRNA-Seq data of prostates from patients with or without BPH. The results suggested that *NOTCH1* mRNA, together with the Notch target genes *HES1* and *HES4*, were significantly higher expressed in the club cells from BPH prostate compared to normal ones, while other Notch receptors showed no difference (Fig. 7B&C; Fig. S10C). Furthermore, the ligand *JAG1* was also up-regulated in the club and hillock cells from the BPH group, suggesting a local over-activation of Notch signaling in these epithelial cells in BPH (Fig. 7D).

**Fig. 7:**
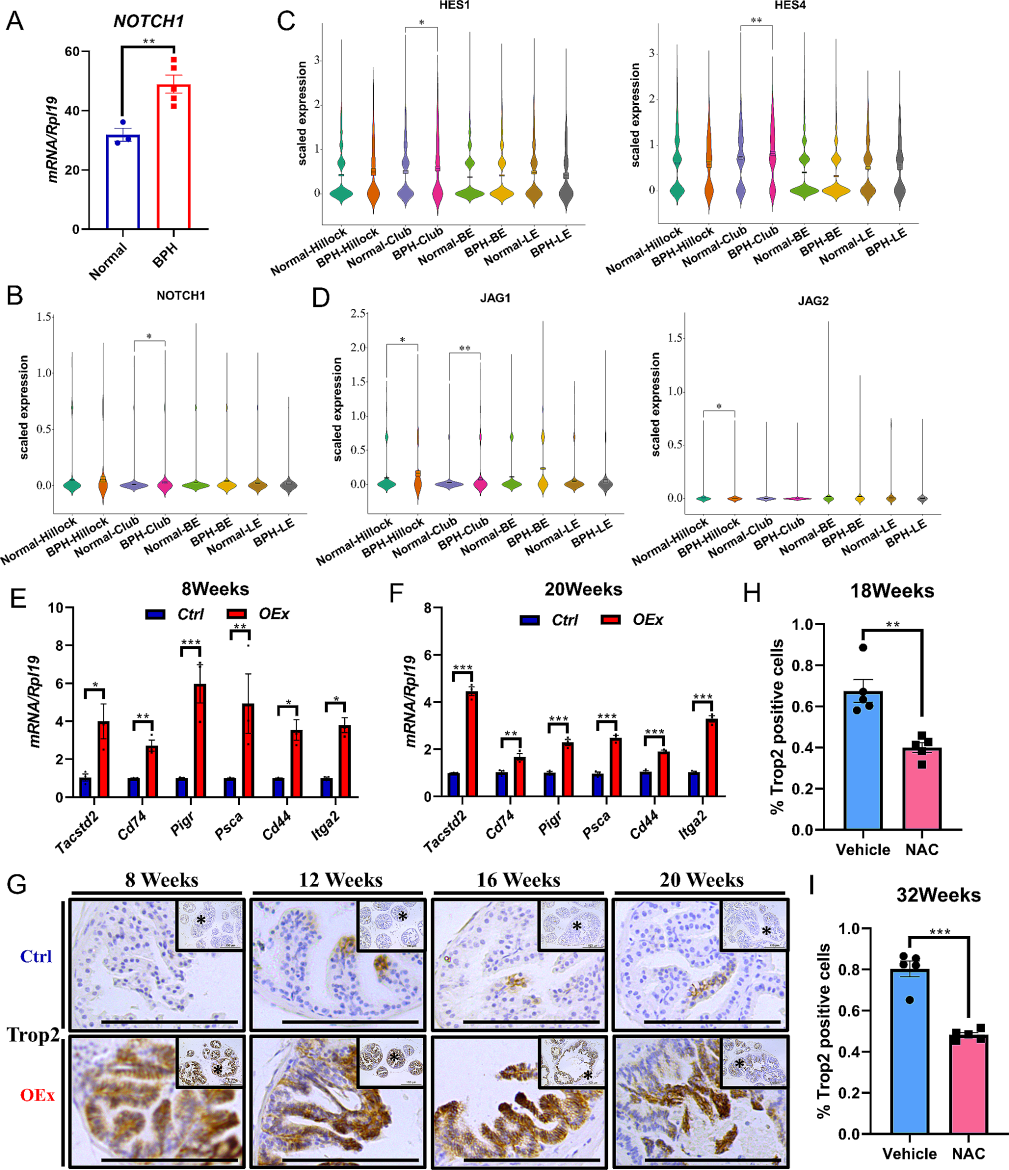
Higher activation of Notch1 signaling in epithelial cells from patients with BPH. (**A**) *NOTCH1* mRNA expression data from benign prostatic hyperplasia (BPH) patients and disease-free controls (Normal). (**B**), (**C**), and (**D**) Violin plot analysis comparing the mRNA levels of *NOTCH1*, *HES1*, *HES4*, *JAG1*, and *JAG2* in epithelial cells from the human prostate with BPH and disease-free controls (Con), from scRNA-Seq data. (**E**) & (**F**) The mRNA expression of *Tacstd2*, *Pigr*, *Psca*, *Cd44*, *Itga2*, and *Cd74* in AP from *Ctrl* and *OEx* mice at 8 and 20 weeks of age. Data are shown as mean ± SEM, *n* = 3. (**G**) TROP2 Immunohistochemistry in AP from *Ctrl* and *OEx* mice at the ages of 8, 12, 16, and 20 weeks. (**H**) & (**I**) The percentage of TROP2^+^ cells in the prostatic epithelial cells from *OEx* mice after two weeks of NAC treatment from 16 and 30 weeks of age. Data are shown as mean ± SEM, *n* = 5. BE: Basal Epithelial Cell; LE: Luminal Epithelial Cell; Scale bar: 100 μm; *P < 0.05; **P < 0.01; ***P < 0.001

To test whether the Club and Hillock-like cells were enriched in the *OEx* mice, we analyzed the expression of gene clusters that representing the Club and Hillock cells in our mouse model. 

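Fig. S10A lists 8 Club cell genes and shows them from these same RNA-seq data, so counts over its genes are not an independent test. Of the 8, 6 passed the filter and 4 were called higher in OEx mice with limma, the same number as over the list alone. Scgb1a1, which encodes the Club cell secretoglobin and lies on chromosome 19 from 9083636 to 9087958, was at 372 ± 132 FPKM (SD, n = 3) in OEx mice and 0.563 ± 0.834 FPKM (SD, n = 3) in Ctrl mice. It had 0 to 11 reads in Ctrl mice, and its increase had a standard error of 0.424 on the log2 scale (limma FDR 3.19e-05). Lcn2 was at 93.1 ± 61.6 FPKM (SD, n = 3) in OEx mice and 6.52 ± 5.01 FPKM (SD, n = 3) in Ctrl mice, with OEx replicate 3 at 22.1 FPKM (log2 fold change 3.47, standard error 0.765, limma FDR 0.00649). Neat1, whose locus holds other annotated genes, was at 32.4 ± 7.03 FPKM (SD, n = 3) in OEx mice and 9.61 ± 0.685 FPKM (SD, n = 3) in Ctrl mice (log2 fold change 1.63, limma FDR 1.66e-04). Pigr, on chromosome 1 from 130826684 to 130852249, was at 60.7 ± 12.3 FPKM (SD, n = 3) in OEx mice and 29.6 ± 13.7 FPKM (SD, n = 3) in Ctrl mice (log2 fold change 1.12, standard error 0.392, limma FDR 0.0400). It stayed called in 3 of the 6 fits that each left out 1 mouse, with log2 fold changes from 0.66 to 1.36. Hpgd and Txnip were higher at an FDR under 0.05 with smaller log2 fold changes of 0.81 and 0.34. Rarres1 and Slpi were under the filter of a mean of 1 FPKM. Rarres1 had 14 to 18 reads in OEx and 1 to 4 reads in Ctrl mice, and Slpi had 23 to 40 reads in OEx and 0 to 10 reads in Ctrl mice. With the replicate number as a block, 8 of the Club and Hillock genes were called higher, against 8 without it, where same-numbered mice correlated at -0.230.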

The RNA-seq data showed that many of the genes were highly expressed in the prostates of our *OEx* mice (Fig. S10A). Furthermore, the immunostaining of Club and Hillock cell markers were also higher in the *OEx* mice compared to the Ctrl mice (Fig. S10B). These data suggested that the Club and Hillock-like cells were highly enriched in the prostate epithelial cells of the *OEx* mice.

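Of the 9 Hillock cell genes of Fig. S10A, 8 passed the filter and none was called lower in OEx mice with limma. Hes1, a Notch target gene on chromosome 16 from 30064384 to 30067796, was at 230.3 ± 22.4 FPKM (SD, n = 3) in OEx mice and 48.9 ± 1.15 FPKM (SD, n = 3) in Ctrl mice (log2 fold change 2.21, standard error 0.0967, limma FDR 2.35e-05). Sox2 and Ly6e were also called higher. Sox2 had a log2 fold change of 1.69 and Ly6e of 1.07, with limma FDRs of 4.90e-05 and 8.08e-05. Krt19 (0.33) and Ttf1 (0.92) were higher at an FDR under 0.05 without reaching the fold criterion. Ly6d was at 2.53 ± 1.37 FPKM (SD, n = 3) in OEx mice and 3.92 ± 0.977 FPKM (SD, n = 3) in Ctrl mice, a difference within the spread between mice (log2 fold change -0.54, limma FDR 0.175). Cldn4 was lower in OEx mice, at 229 ± 10.2 FPKM (SD, n = 3) in OEx mice and 312 ± 8.09 FPKM (SD, n = 3) in Ctrl mice (log2 fold change -0.44, standard error 0.0824, limma FDR 0.00307), and above 0 at 0.34 with library totals. Krt13, the gene that names the human Hillock cells, had 0 to 1 reads in OEx and 0 to 2 reads in Ctrl mice. Its RNA was thus under the floor of 3 reads in every mouse, and no difference was detectable at this depth. The paper reports higher Krt13 protein in AP of OEx mice by immunofluorescence (Fig. S10B), for which these libraries hold almost no RNA.

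**Figure D4:**
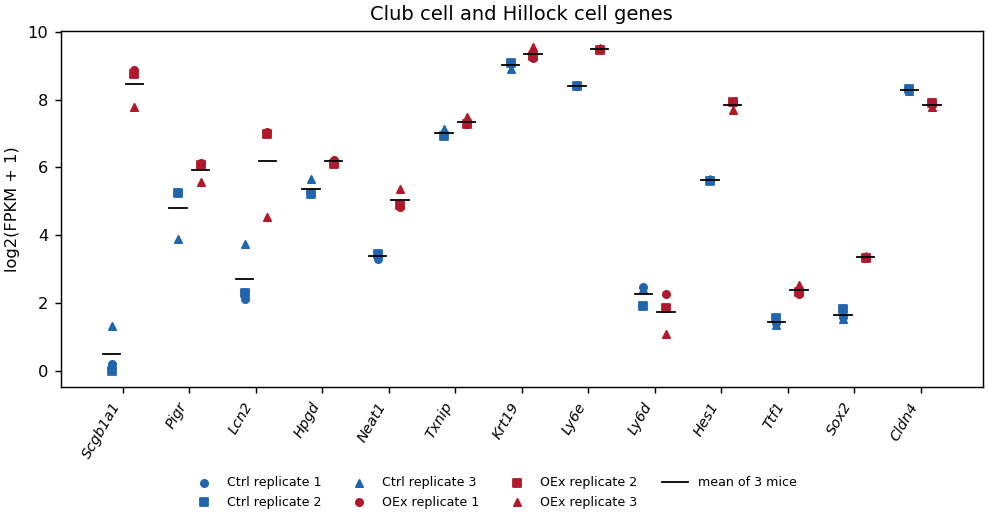
Log2(FPKM + 1) of Club cell and Hillock cell genes in each mouse, with Ctrl mice in blue, OEx mice in red, a symbol per replicate and a bar at the mean of 3 mice. OEx mice lie below Ctrl mice for Cldn4, the groups overlap for Ly6d, and OEx mice lie above Ctrl mice for the other genes plotted.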

Club and hillock cells are thought to be prostatic urethra epithelial cells that extend to the glandular prostate, mainly in the proximal transition zone, where BPH is restricted [35]. The number of club cells is increased when BPH occurs [30]. Similar to humans, the TROP2^+^ urethra epithelial cells are found to extend into proximal ducts of the prostate in mice, even though no conventional club epithelial cell type is identified in the mouse prostate [30]. Interestingly, the club and TROP2^+^ cells are both considered potential progenitor cells in the human and mouse prostrates, respectively [36]. They share several characteristic gene expressions, including PIGR and PSCA, which are considered markers of prostate luminal progenitors [35]. The TROP2^+^ epithelial cells can generate large organoids and increase their number in the gland of the large prostate of the 24-month-old mice compared to the small prostate of the 3-month-old ones [37]. Therefore, we tested the expression of these markers in our *OEx* mice. The results showed that the mRNA expression of *Tacstd2* (the gene encodes TROP2), *Pigr*, *Psca*, and other prostatic progenitor markers such as *Cd44*, *Itga2*, *Bcl2*, and *Cd74* were all significantly up-regulated by the over-activation of Notch signaling in the prostate at both 8 and 20 weeks of age (Fig. 7E&F). The immunostaining showed that the number of TROP2^+^ cells was also dramatically increased in the *OEx* mice at all the ages we tested (Fig. 7G). These data suggested that the changes in the number of progenitor cells might contribute to the enlargement of the *OEx* prostate. In addition, three weeks after orchidectomy, the *OEx* mice showed less expression of TROP2, but no significant difference between DHT and OIL groups after 3 days of treatment, suggesting a partial dependence on androgen signaling (Fig. S10D). Moreover, the percentage of TROP2^+^ cells in the prostatic epithelial cells was significantly decreased by two weeks of NAC treatment on 16 and 30-week-old mice, suggesting that Notch signaling induced oxidative stress played a role in controlling the number of these cells (Fig. 7H&I; Fig. S10E).

## Discussion

Both BPH and PCa are considered prostatic diseases related to hyperplasia, age, and inflammation [36, 38–41]. The aberrant regulation of Notch signaling promotes the development, progression, and metastasis of PCa [42]. NOTCH1 is significantly elevated in highly metastatic PCa cell lines [24], metastatic human prostate tissue [43], malignant prostate epithelial cells from primary and metastatic tumors in transgenic mouse models of PCa [23], and bone metastases from human PCa [44]. In this study, we reported an age-related prostate enlargement due to the hyper-proliferation of epithelial cells in a prostatic epithelial specific Notch1 signaling overactivation mice model (Fig. 8). However, the mice do not develop any sign of cancer, even at 1.5-year-old. Aberrant activation of Notch1 signaling alone only leads to hyperplasia and is insufficient to drive prostate carcinogenesis. It has been reported that the loss of PTEN enhances the level of ADAM17, which promotes the activation of Notch signaling, leading to the development of PCa [45]. These findings suggest that cancer formation requires joint action of multiple molecular or pathway components. We, therefore, prefer this phenotype to BPH-like mouse prostate enlargement. The activation of Notch signaling is also found in a subtype of epithelial cells from humans with BPH. In addition, we proved that enlargement mainly depended on the activation of androgen signaling and increased oxidative stress. Furthermore, the increased number of progenitors is also evident in our *OEx* mouse model, in a partially androgen-dependent manner.

**Fig. 8:**
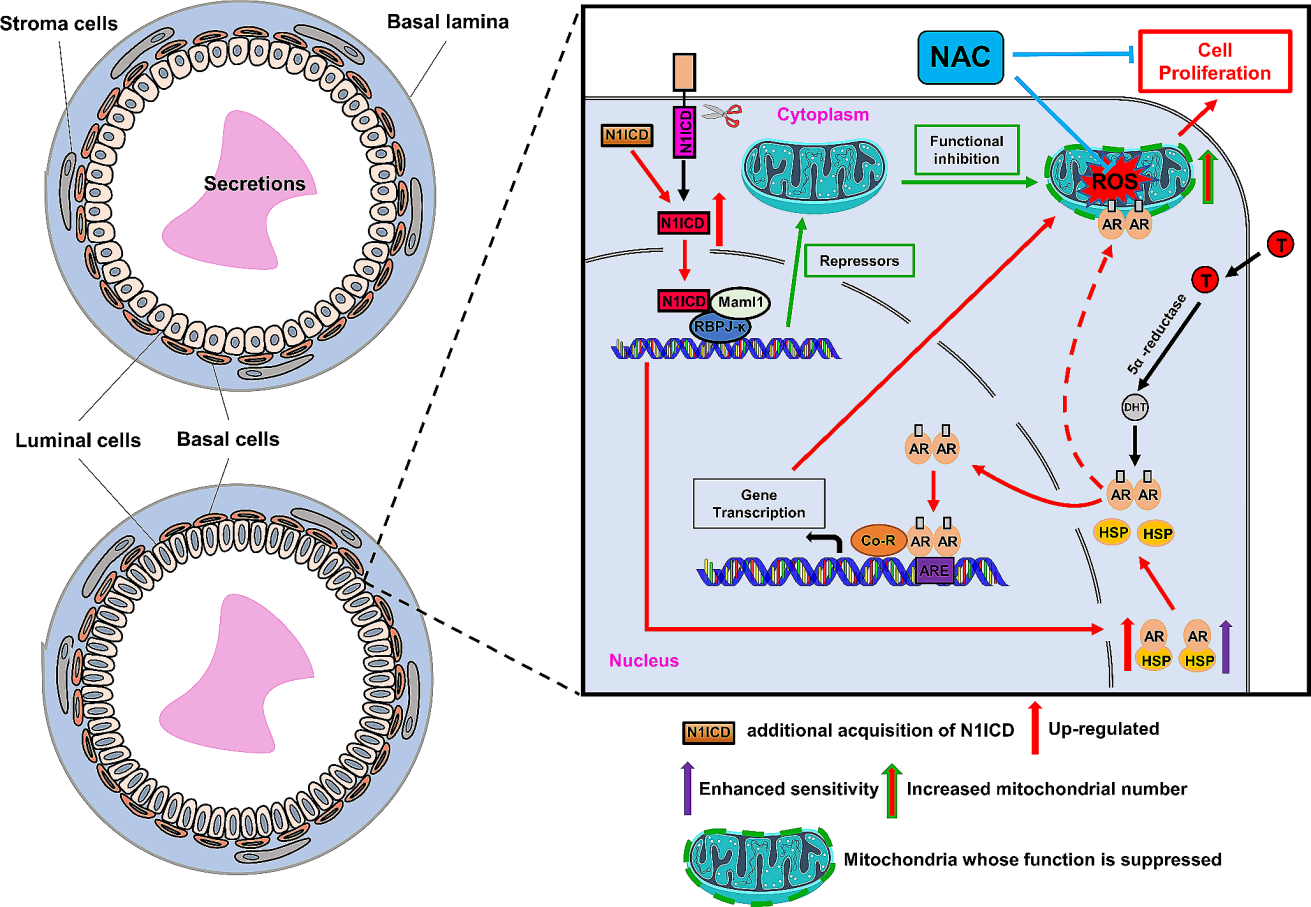
A working model for Notch1 signaling in prostatic hyperplasia. Overactivation of the Canonical Notch1 signaling promotes androgen receptor expression, enhances its sensitivity, and inhibits the Transcription of genes encoding mitochondrial complex components. Under the action of androgen, the activated androgen/androgen receptor signal synergically overactivation of the Canonical Notch1 signaling induces an increased number of mitochondria and an excessive accumulation of ROS, ultimately leading to prostatic hyperplasia. However, NAC can effectively relieve prostate hyperplasia

Notch signaling has been known as a key regulator in organ development, including the prostate. Many studies have reported that Notch signaling is induced during prostatic development and is necessary for organ growth [46]. Disordered Notch signaling is highly concerned with various hyperplasia diseases in many adult organs, including breast cancer, renal cell carcinoma, lung adenocarcinoma, and endometriosis [22, 47]. In the prostate, the Notch signaling is found to decrease after maturation [46]. Considering the fact that *NOTCH1* expression is significantly higher in human BPH prostates and the enlargement phenotype of the *OEx* mice we provide in this study, we believe that the down-regulation of Notch signaling is necessary, which may result in hyperplasia of the prostate otherwise. An increasing body of studies suggests BPH as an inflammatory disease [38, 48]. Normally, the prostate is considered an immunocompetent organ that hosts a small number of inflammatory cells. However, in BPH patients, more infiltrating T cells, B cells, and macrophages are found, further damaging both epithelial and stromal cells and stimulating cytokine release [49]. In BPH, the high level of IL-17 released from activated T cells stimulates the production of IL-6 by stromal cells up to 9-fold, which further induces the production of FGFs, a key factor that contributes to the stromal growth of the prostate in BPH [50]. In the pathogenesis of endometriosis, an inflammatory gynecological disease in female reproduction, the higher level of IL-6 produced by the macrophages and local epithelial cells leads to up-regulation of NOTCH1 expression and the hyper-proliferation of the ectopic tissue [47]. Therefore, inflammation, in particular the higher level of IL-6, could be a factor that results in the higher level of NOTCH1 in the BPH prostate.

Rapid growth and differentiation of the prostate occur during early development, and benign prostate enlargement is considered a recapitulation of this early embryonic growth [51, 52]. During in-utero growth, epithelial outgrowths from the urethral wall extend outward into the surrounding mesenchyme to form prostate rudiments, which then elongate, branch, and canalize to form a network of ducts that end in acini [53]. Similarly, a reawakening of embryonic growth signals induced new epithelial growth has been proposed for the development of BPH glandular nodules [51, 54, 55]. However, the mechanisms responsible for the activation of peri-urethral glands to proliferative signals during the onset of BPH in middle age remain unknown. Considering the roles of Notch signaling during the early development of the prostate, it is possible that this signaling might contribute to, or be part of, the reawakening of embryonic signaling during prostate enlargement in adults.

As the dominant hormones in male reproduction, androgens are necessary for spermatogenesis, maintenance of sexual capacity, and secondary sexual characteristics [31]. In contrast, serum androgen levels increase significantly during and after puberty, associated with the rapidly increased prostate wet weight [56]. In adults, the size of the prostate shrinks after castration and regrowth after supplementing with androgens [11]. In this study, the prostate enlargement induced by the over-activation of Notch1 signaling is suppressed when the endogenous androgens are removed by orchidectomy and reappear after exogenous DHT treatment, indicating the necessity of androgen for the process. It is generally believed that hormonal disorders, mainly the accumulation of DHT, occurring along with aging may be one of the causes of BPH [57]. Inhibitor of 5α-reductase, the enzyme produces DHT (5ARI), significantly shrinks total prostate volume, and improves BPH-associated LUTS in patients [9]. However, the shrinkage of the prostate is not uniform across the entire gland [58, 59]. Club cells expressing a higher level of NOTCH1 are enriched in men with BPH treated with 5ARI compared to patients not taking 5ARI [30]. In our study, the expression of AR is directly up-regulated by the over-activation of Notch signaling, suggesting a potential mechanism under the 5ARI resistance in clinical treatment, but more straight pieces of evidence are needed. On the other hand, the higher level of Notch signaling only sensitized the androgen signaling but did not bypass it. In addition, It has been reported that overexpressed Jagged1 enhances prostate cancer cell proliferation by interacting with AR, thereby promoting the development of prostate cancer, and silencing of *RBPJ* reduces the expression of the AR and its target genes [60, 61]. Our study further verifies *AR* as a direct downstream target of N1ICD/RBPJ. Furthermore, androgen signaling is reported to be a regulator of Notch signaling via up-regulating its ligands in rat seminiferous epithelium during pubertal development [62] or inducing the expression of Notch1 itself in Sertoli cell lines [63]. Our and others’ data suggest an interaction between the Notch and androgen signaling in the male reproductive system.

The accumulation of harmful ROS levels is one of the byproducts of normal mitochondrial metabolism and homeostasis [64]. The imbalance of mitochondrial function and anti-oxidant defense activity leads to oxidative damage that affects several cellular components, such as lipids, DNA, and proteins [65]. NAC, a free radical scavenger with anti-oxidant and anti-inflammatory activities, is reported to inhibit the proliferation of many cancer cells, including human prostate cancer PC-3 cells. On the other hand, the role of anti-oxidants in preventing BPH has also been reported [66]. Our study proved that the supplementation of anti-oxidant NAC can effectively relieve prostatic hyperplasia in *OEx* mice, indicating that the increase of ROS in *OEx* mice’s prostate mitochondria aggravates the cellular oxidative stress response, which leads to prostatic hyperplasia. This finding partially explains how anti-oxidant medicines and foods may effectively treat BPH in men. Moreover, researchers recently reported that AR transports and concentrates in the mitochondria and plays a crucial role in regulating various mitochondrial functions [67]. Several studies have shown that the production of mitochondrial ATP and the expression of components of respiratory chain complex I, III, and IV are reduced in emasculated rats [68, 69]. Reduction of ATP is observed in granulosa cells from AR null mice [70]. These phenomena are consistent with the observation that the number of mitochondria depends on the presence of androgen. It has also been reported that AR localizes in mitochondria and binds to mitochondrial membrane protein TOM to maintain cell metabolic homeostasis [71]. Therefore, it is highly suspected that AR interacts directly or indirectly with mitochondria to change mitochondrial function and induce prostatic hyperplasia in *OEx* mice.

In conclusion, our study proves that the over-activation of Notch1 signaling in mouse prostatic epithelial cells enhances the adult growth of the organ by increasing its sensitivity to the androgen and inhibiting mitochondrial function. In the presence of androgen, the activated androgen signaling leads to the increase of mitochondria in prostate epithelial cells of *OEx* mice and the excessive accumulation of ROS, which eventually results in prostate hyperplasia. On the other hand, the over-activation of Notch1 signaling also increases the number of TROP2^+^ progenitors, contributing to prostate enlargement. In addition, NAC treatment can effectively reduce prostate hyperplasia in *OEx* mice, which is conducive to developing targeted therapy for the clinical treatment of male prostate hyperplasia.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data generated or analyzed during this study are available from the corresponding author upon reasonable request.

## Abbreviations

BPH: Benign prostatic hyperplasia
PCa: Prostate cancer
OEx: Overactivation of Notch1 signaling in mice prostatic epithelial cells
AR: Androgen receptor
DHT: Dihydrotestosterone
ROS: Reactive oxygen species
NAC: N-Acetyl-L-Cysteine

# Supplementary material for: Aberrant activated Notch1 promotes prostate enlargement driven by androgen signaling via disrupting mitochondrial function in mouse
**Source:** Cell Mol Life Sci. 2024 Mar 28;81(1):155. doi: 10.1007/s00018-024-05143-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Figure S1**

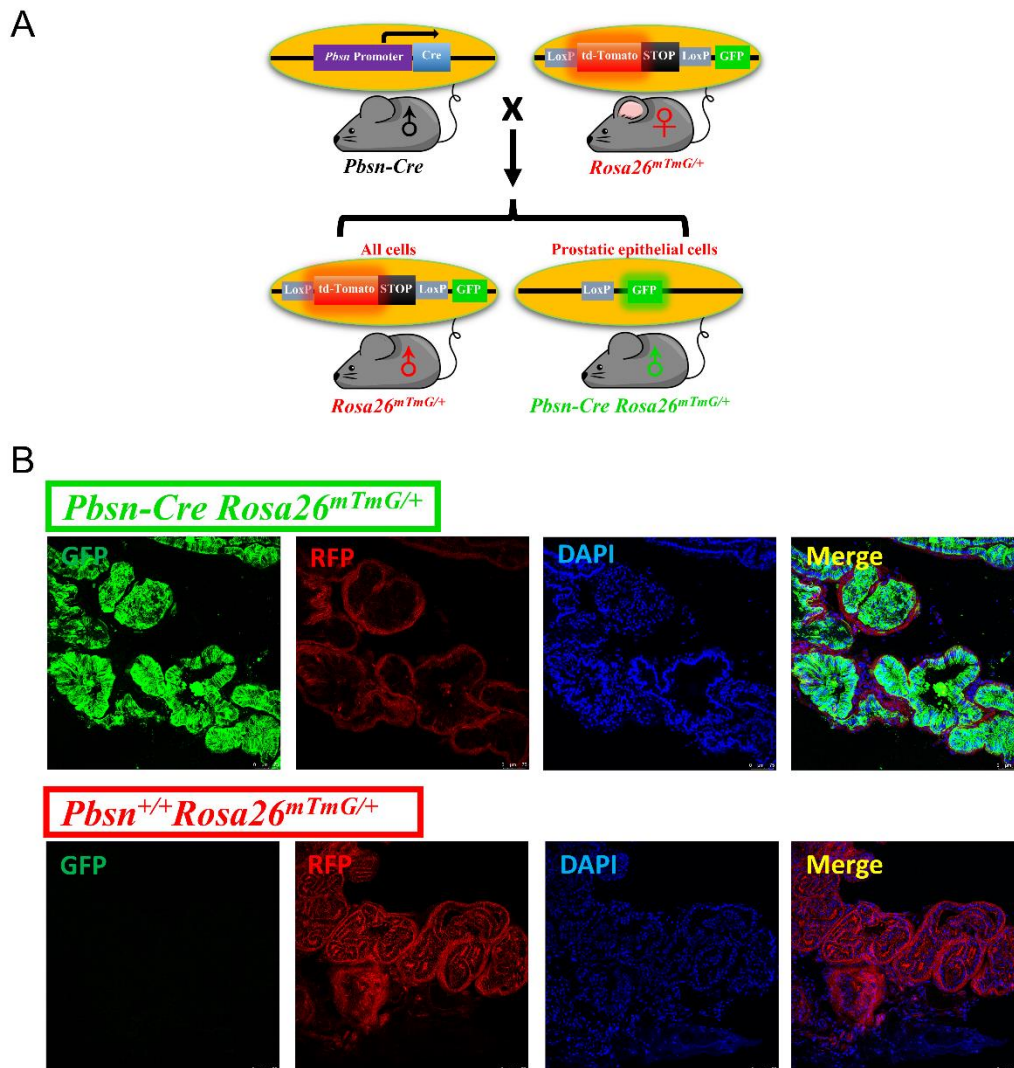

**Fig. S1.** Generation strategy of *Pbsn-Cre Rosa26<sup>mTmG/+</sup>* mice. **A** The *Rosa26<sup>mTmG/+</sup>* and *Pbsn-Cre Rosa26<sup>mTmG/+</sup>* mice were generated by crossing *Pbsn-Cre* male mice, in which Cre recombinase is driven by *Pbsn* promoter, with *Rosa26<sup>mTmG/mTmG</sup>* female mice, in which membrane-localized GFP is inserted to the *Rosa26* locus after a loxP-flanked *td-Tomato* together with transcription termination fragment (STOP). **B** GFP is visible in epithelial cells of AP in *Pbsn-Cre Rosa26<sup>mTmG/+</sup>* mice but not in *Rosa26<sup>mTmG/+</sup>* mice at 20 weeks old, confirming that *Pbsn-Cre* has specific activity in prostate epithelial cells. (Scale bar: 75  $\mu$ m.)

**Figure S2**

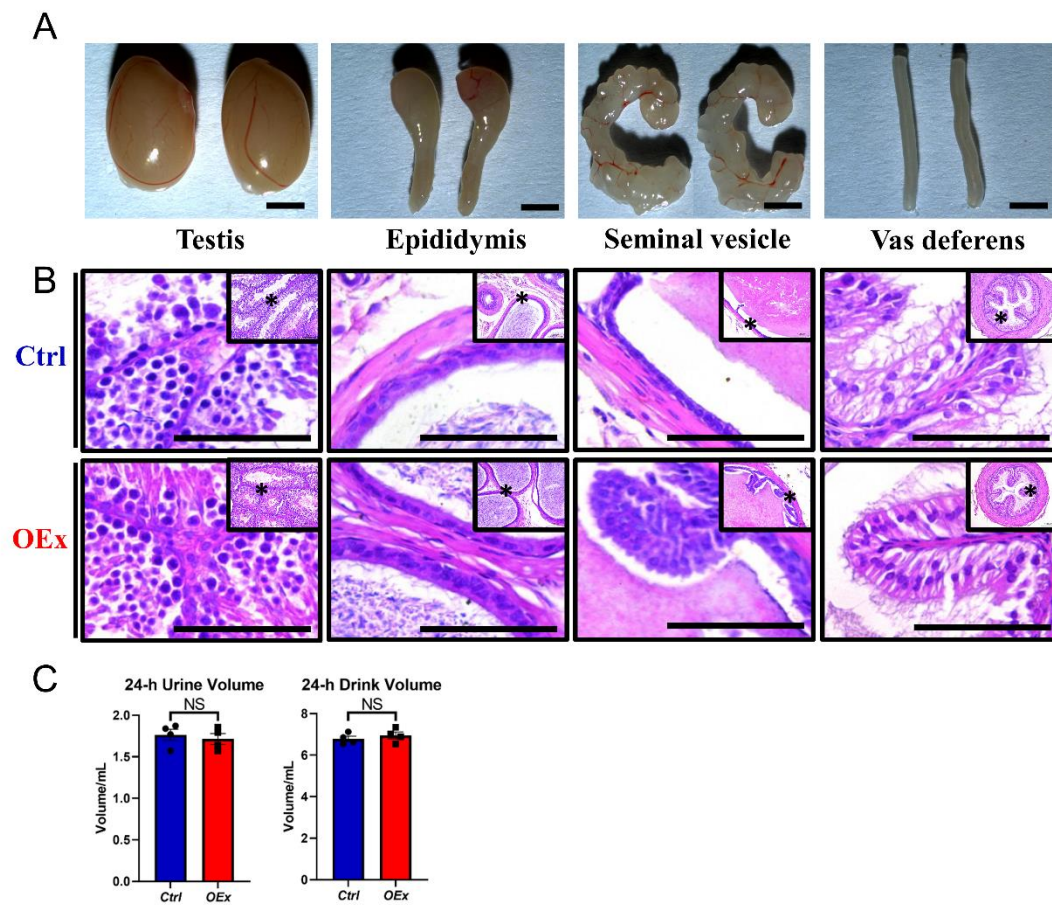

**Fig. S2.** Morphology of testicle, epididymis, seminal vesicle, and vas deferens in male mice aged 20 weeks. **A** No obvious abnormality was detected in the testis, epididymis, seminal vesicle, and vas deferens of *OEx* mice aged 20 weeks. (Scale bar: 2 mm.) **B** Histological staining shows no abnormal lesions in the testicle, epididymis, seminal vesicles, and vas deferens of *OEx* mice aged 20 weeks. (Scale bar: 100  $\mu$ m.) **C** Total urine volume output and drink volume show no statistically significant changes between *Ctrl* and *OEx* mice. Data are shown as mean  $\pm$  SEM,  $n = 4$ .

**Figure S3**

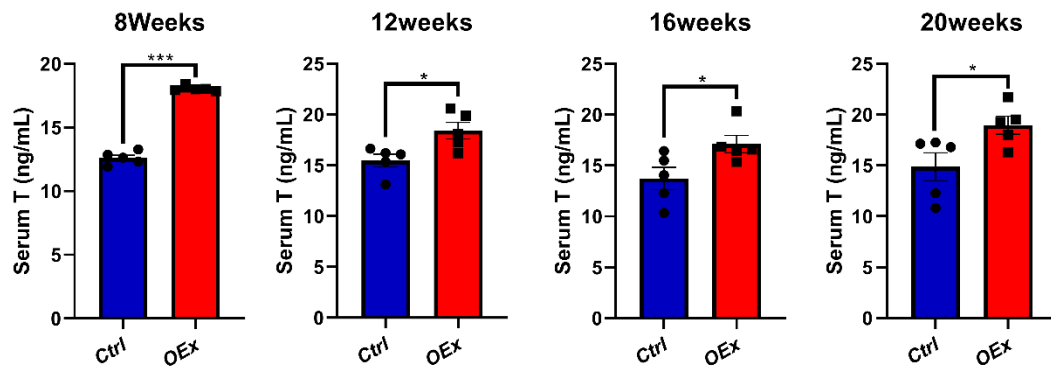

**Fig. S3.** The serum T level of *OEx* mice was higher than that of *Ctrl* mice at multiple stages. Data are shown as mean  $\pm$  SEM,  $n = 5$ . \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S4**

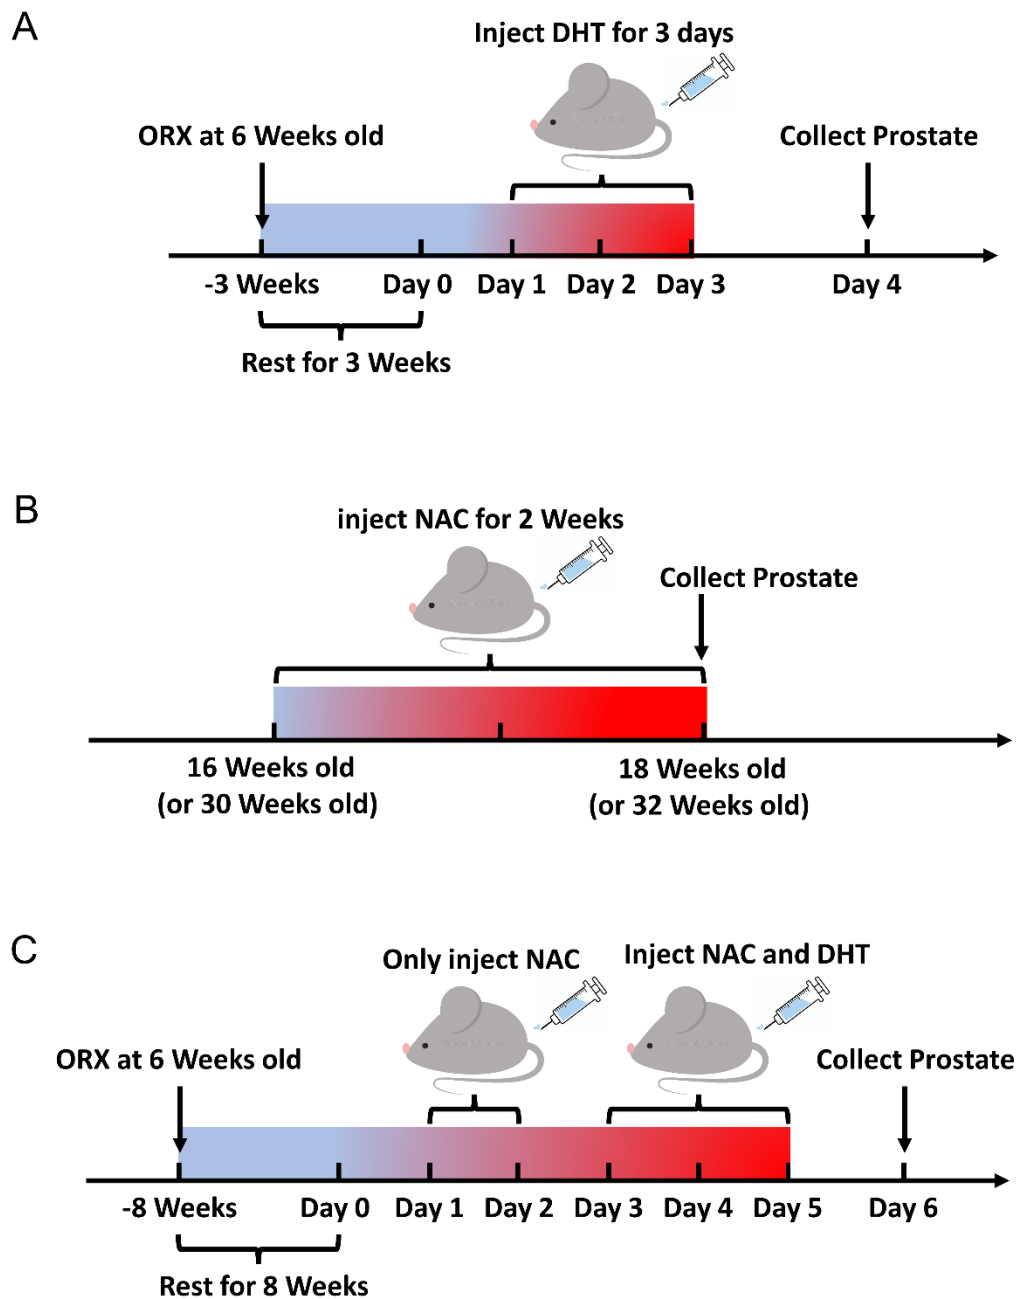

**Fig. S4.** Diagram of orchidectomy and drug treatment. **A** Experimental schematic diagram of 6-week-old male mice after orchidectomy and resting for 3 weeks, finally continuous subcutaneous injection of DHT for 3 days. **B** Schematic diagram of adult male mice intraperitoneal injection of NAC for two weeks. **C** Experimental schematic diagram of 6-week-old male mice after orchidectomy and resting for 8 weeks, intraperitoneal injection of NAC for 2 days, and then simultaneously injected with DHT and NAC for 3 days. ORX, Orchidectomy; DHT, Dihydrotestosterone; NAC, N-acetyl-L-cysteine.

**Figure S5**

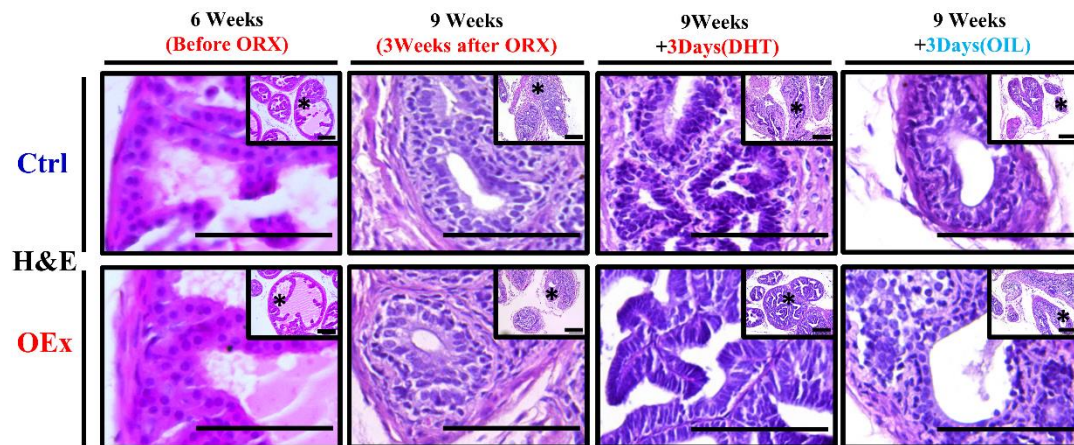

**Fig. S5.** The proliferation of AP epithelial cells in *OEx* mice was induced by DHT, and the cell morphology was changed. The AP epithelial cells of orchidectomized *OEx* mice proliferated out of control, and the cells were closely packed and severely malformed. ORX, Orchidectomy; DHT, Dihydrotestosterone; OIL, Sesame oil. (Scale bar: 100  $\mu\text{m}$ .)

**Figure S6**

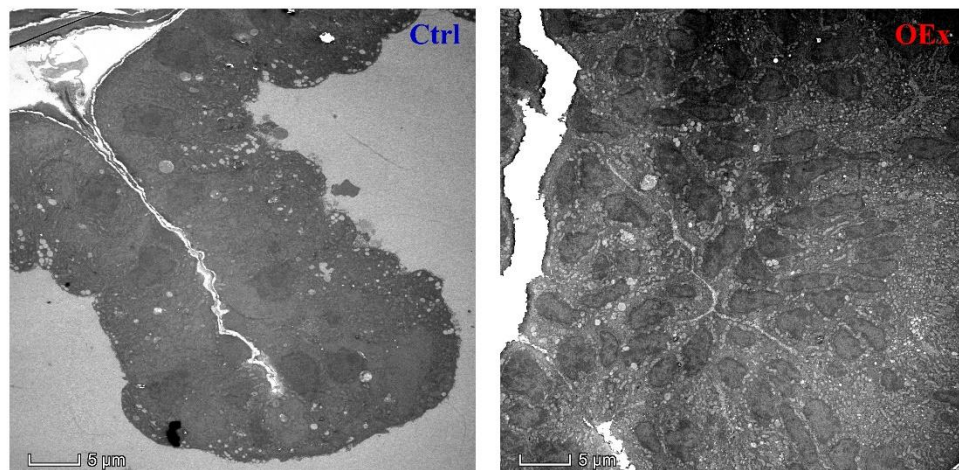

**Fig. S6.** Transmission electron microscopy of the anterior prostate in a 20-week-old male mouse. The number of mitochondria in the prostate of *OEx* mice was much higher than that of *Ctrl* mice. (Scale bar: 5  $\mu\text{m}$ .)

**Figure S7**

**A**

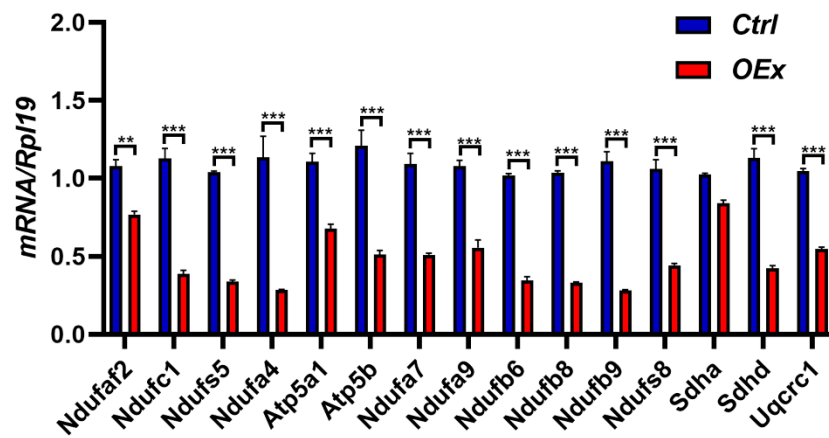

**B**

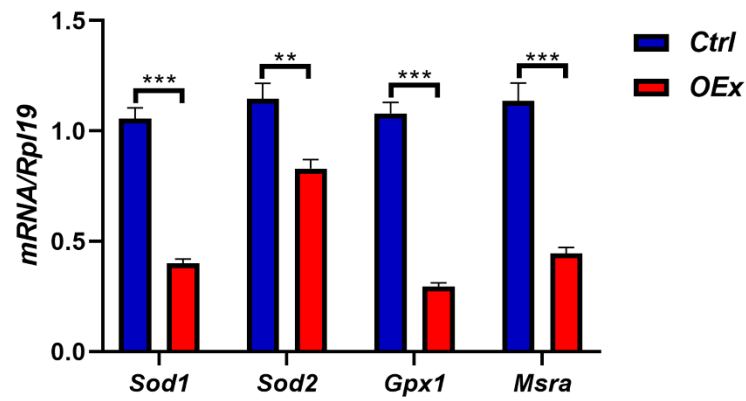

**Fig. S7.** RT-qPCR experiments confirmed the suppression of those genes encoding three mitochondrial complexes, anti-oxidant enzymes, and involved in ATP production by N1ICD overexpressed. Data are shown as mean  $\pm$  SEM,  $n = 3$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S8**

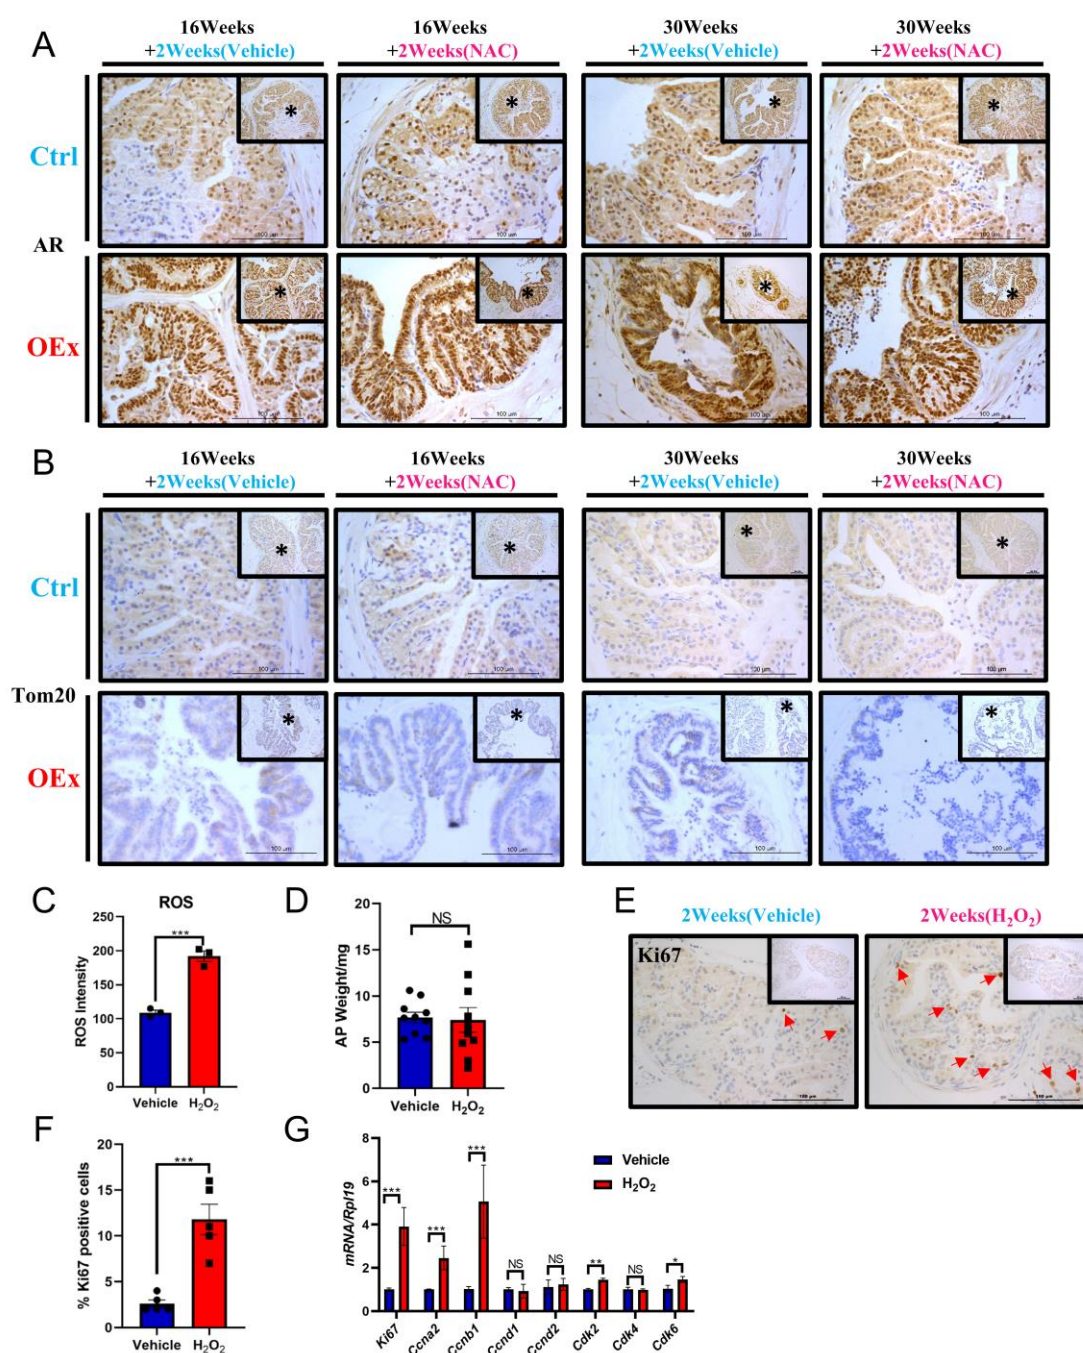

**Fig. S8.** AR expression pattern and mitochondrial function did not change with NAC treatment. **A** After NAC treatment, the AR expression level in AP epithelial cells of OEx mice was still stronger than that of Ctrl mice, and there was no significant difference compared with that of OEx mice without NAC treatment. **B** NAC treatment did not alter the expression patterns of Tom20. NAC, N-acetyl-L-cysteine; AR, androgen receptor; AP, anterior prostate; Tom20, the translocase of the outer mitochondrial membrane 20. (Scale bar: 100  $\mu$ m.) **C** Reactive oxygen species (ROS) activity in AP from mice with or without H<sub>2</sub>O<sub>2</sub> treatment. Mean  $\pm$  SEM, n = 3. **D** AP wet weight of mice with or without H<sub>2</sub>O<sub>2</sub>

treatment. Mean  $\pm$  SEM, n = 5. **E** Immunostaining of Ki67 in AP from mice with or without H<sub>2</sub>O<sub>2</sub> treatment. The number of Ki67 positive cells is shown in **F**. Mean  $\pm$  SEM, n = 5. **G** qPCR detected expression of cell cycle regulators in AP from mice with or without H<sub>2</sub>O<sub>2</sub> treatment. Mean  $\pm$  SEM, n = 3.

**Figure S9**

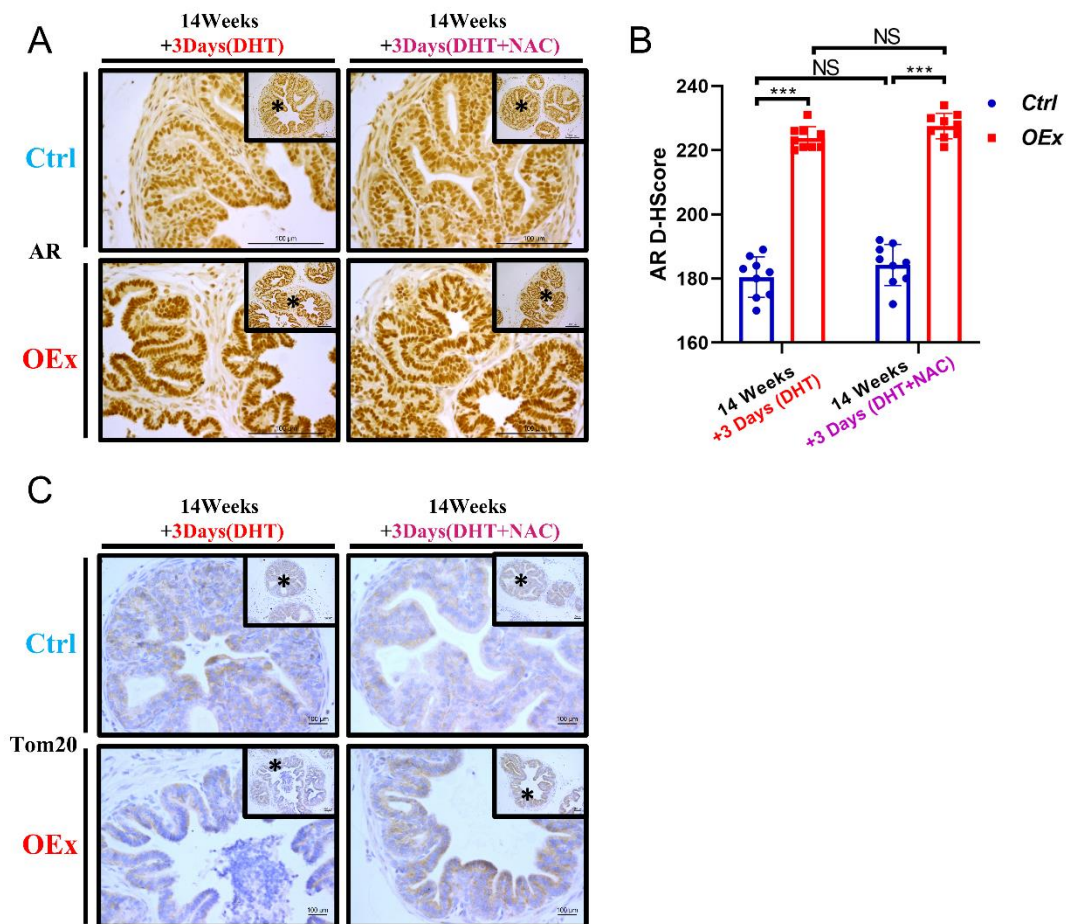

**Fig. S9.** NAC treatment did not change the expression patterns and function of AR and Tom20 in AP of DHT-induced OEx mice. **A** The AR expression level in AP of OEx mice treated with DHT and NAC was still higher than that of Ctrl mice. The quantitative expression level of AR protein is shown in **B**. Data are shown as mean  $\pm$  SEM,  $n = 9$ . **C** No difference was found in Tom20 expression level in AP with or without NAC treatment. NAC, N-acetyl-L-cysteine; Tom20, the translocase of the outer mitochondrial membrane 20; AP, anterior prostate; DHT, Dihydrotestosterone. (Scale bar: 100  $\mu$ m.), \*\*\* $P < 0.001$ .

**Figure S10**

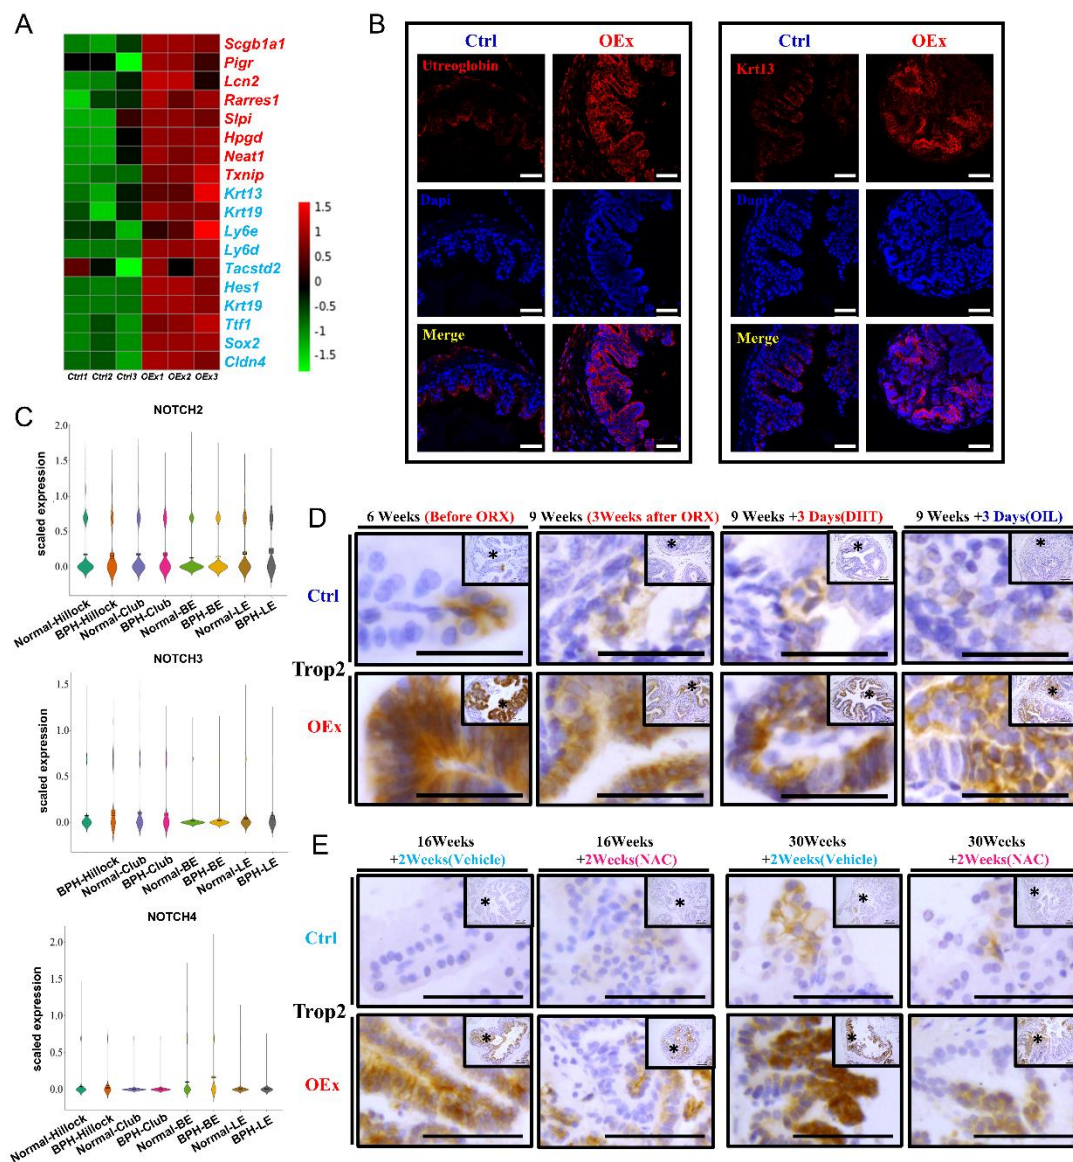

**Fig. S10. A** Transcriptional clusters of genes representing the Club (Red) and Hillock (Blue) cells in AP of *Ctrl* and *OEx* mice at 20 week-old of age, from RNA-seq data. **B** Immunofluorescence shows that Utroeglobin (encoded by *Scgb1a1*) and Krt13 were highly expressed in AP of *OEx* mice compare to the *Ctrl* mice. (Scale bar: 50  $\mu$ m) **C** The *NOTCH2*, *NOTCH3*, *NOTCH4* mRNA expression levels showed no difference in the scRNA-Seq data of prostates from patients with or without BPH. **D** Although three weeks after orchidectomy, the *OEx* mice showed less expression of TROP2, no significant difference between DHT and OIL groups after 3 days of treatment. **E** Immunohistochemistry shows that NAC treatment significantly reduced the rate of Trop2 positive cells in the AP tissue of *OEx* mice. NAC, N-acetyl-L-cysteine; AP, anterior prostate. (Scale bar: 100  $\mu$ m)

**Table S1. List of antibodies**

| Antibody         | Type       | Manufacturer   | Catalog no. | Application |
|------------------|------------|----------------|-------------|-------------|
| Ki67             | Mouse IgG  | Santa Cruz     | SC-23900    | IHC         |
| AR               | Rabbit IgG | Santa Cruz     | SC-816      | IHC         |
| Cleaved-Caspese3 | Rabbit IgG | Cell Signaling | 9661        | IHC         |
| Tom20            | Rabbit IgG | Cell Signaling | 42406       | IHC         |
| Trop2            | Rabbit IgG | Abcam          | ab214488    | IHC         |
| Uteroglobin      | Rabbit IgG | Bioss          | bs-1487R    | IF          |
| Krt13            | Rabbit IgG | Abways         | CY5744      | IF          |
| N1ICD            | Rabbit IgG | Abcam          | ab128076    | WB          |
| TUBULIN          | Rabbit IgG | Cell Signaling | 2144S       | WB          |

IHC, immunohistochemistry; IF, Immunofluorescence; WB, Western blot.

**Table S2. List of primers**

| Gene             | Primer application | Forward sequence               | Reverse sequence                |
|------------------|--------------------|--------------------------------|---------------------------------|
| <i>Notch1</i>    | qPCR               | 5'-GGAGGTGGATGCTGACTG-3'       | 5'-TCACTGTTGCCTGTCTCAAG-3'      |
| <i>Egfp</i>      | qPCR               | 5'-AAGCTGACCCTGAAGTTCATCTGC-3' | 5'-CTTGTAAGTTGCCGTCGTCCTTGAA-3' |
| <i>Jagged1</i>   | qPCR               | 5'-TAGCCTGTGAGCCTTCCCTGTC-3'   | 5'-GCAACCGCAGCAATAAGTGAGC-3'    |
| <i>Hey1</i>      | qPCR               | 5'-ACTGTCTCCACCGCTGCTCT-3'     | 5'-GCTTTCCCCTCCCTTGTTCT-3'      |
| <i>Hes5</i>      | qPCR               | 5'-GAGAAGATGCGTCGGGACC-3'      | 5'-GGCGAAGGCTTTGCTGTG-3'        |
| <i>Rbpj</i>      | qPCR               | 5'-GCCTGTTGTGACAGGGAAGT-3'     | 5'-GCACTGTTTGATCCCCTCGT-3'      |
| <i>Ki67</i>      | qPCR               | 5'-CCAGCTGCCTGTAGTGTCAA-3'     | 5'-CCATGTCTCAGCCTCACAGG-3'      |
| <i>Cyclin A2</i> | qPCR               | 5'-GTCAACCCCGAAAACTGGC-3'      | 5'-TTAAGAGGAGCAACCCGTCG-3'      |
| <i>Cyclin B1</i> | qPCR               | 5'-CTCTCCAAGCCCGATGGAAA-3'     | 5'-CTGCGTCTACGTCACTCACT-3'      |
| <i>CyclinD1</i>  | qPCR               | 5'-CCTCTCCTGCTACCGCACAA-3'     | 5'-GAGATGGAGGGGGTCTTGTG-3'      |
| <i>CyclinD2</i>  | qPCR               | 5'-GCCAAGATCACCCACACTGA-3'     | 5'-GCGTTATGCTGCTCTTGACG-3'      |
| <i>CDK2</i>      | qPCR               | 5'-GGAGAAGATTGGAGAGGGCAC-3'    | 5'-GCCACAACCTTCTCCCGTCAA-3'     |
| <i>CDK4</i>      | qPCR               | 5'-GTGGCCCTCAAGAGTGTGAG-3'     | 5'-CACAGACATCCATCAGCCGT-3'      |
| <i>CDK6</i>      | qPCR               | 5'-TCCTGCTCCAGTCCAGCTAT-3'     | 5'-CCACGTCTGAACTTCCACGA-3'      |
| <i>Bad</i>       | qPCR               | 5'-CTTGAGGAAGTCCGATCCCG-3'     | 5'-GCTCACTCGGCTCAAACCTCT-3'     |
| <i>Bcl2</i>      | qPCR               | 5'-GCGTCAACAGGGAGATGTCA-3'     | 5'-GCATGCTGGGGCCATATAGT-3'      |
| <i>Ar</i>        | qPCR               | 5'-CCCTGAGGCCGCTAACATAG-3'     | 5'-GGGCTTGAGGAGAACCATCC-3'      |
| <i>Fkbp5</i>     | qPCR               | 5'-TATGCTTATGGCTCGGCTGG-3'     | 5'-GAGTATCCCTCGCCTTTCCG-3'      |
| <i>Fn1</i>       | qPCR               | 5'-CCCCAACTGGTTACCCTTCC-3'     | 5'-GGTTGGTGATGAAGGGGGTC-3'      |
| <i>Rhou</i>      | qPCR               | 5'-CAGCTACACCACTAACGGCT-3'     | 5'-CCATCTACAGACACCACGGC-3'      |
| <i>Klkb1</i>     | qPCR               | 5'-TGGCTCCCCAACTAGGATCA-3'     | 5'-AGCGTTTGTTCTCTCCACAA-3'      |
| <i>Sgk3</i>      | qPCR               | 5'-TTTCCTGAACCCAGAGCGAG-3'     | 5'-TTGATGGAGTGCAGGTAGCC-3'      |
| <i>Rpl19</i>     | qPCR               | 5'-TCATGGAGCACATCCACAAGCTGA-3' | 5'-CGCTTTCGTGCTTCCTTGCTCTTA-3'  |
| <i>Sod1</i>      | qPCR               | 5'-GGAACCATCCACTTCGAGCA-3'     | 5'-CCCATGCTGGCCTTCAGTTA-3'      |

|                |      |                             |                             |
|----------------|------|-----------------------------|-----------------------------|
| <i>Sod2</i>    | qPCR | 5'-GCCTGCTCTAATCAGGACCC-3'  | 5'-GTAGTAAGCGTGCTCCCACA-3'  |
| <i>Gpx1</i>    | qPCR | 5'-TCAGTTCGGACACCAGAATGG-3' | 5'-GGAAGGTAAAGAGCGGGTGA-3'  |
| <i>Msra</i>    | qPCR | 5'-CGGTCAGCAGTCTATCCCAC-3'  | 5'-CTTGTCCCTCTCGGATGTCG-3'  |
| <i>Psca</i>    | qPCR | 5'-CAGTTGCTTTACATCGCGCA-3'  | 5'-CAGGTCAGAGTAGCAGCACG-3'  |
| <i>Cd74</i>    | qPCR | 5'-TGGATGGCGTGAAGTGAAG-3'   | 5'-TTCTTCCTGGCACTTGGTCA-3'  |
| <i>Pigr</i>    | qPCR | 5'-AGAACTCCAGGTTGCCGAAG-3'  | 5'-ACGGATAGTGGCAGGAAACG-3'  |
| <i>Cd44</i>    | qPCR | 5'-CCTTGGCCACCACTCCTAAT-3'  | 5'-TCCGTTCTGAAACCACGTCT-3'  |
| <i>Itga2</i>   | qPCR | 5'-TGGTAGTTGTGACCGATGGC-3'  | 5'-CTGCTATGCCGAACCTCAGT-3'  |
| <i>Ndufaf2</i> | qPCR | 5'-GCCCCGTATTTTGAAGGGA-3'   | 5'-CAGGACCCTGGCTGAAAAGT-3'  |
| <i>Ndufc1</i>  | qPCR | 5'-GTAGTGCTGCGCTCGTTTTTC-3' | 5'-TTCGACCGTGTTGAAGAGCA-3'  |
| <i>Ndufs5</i>  | qPCR | 5'-CTATAAGAACGCCGCTCGGT-3'  | 5'-CTTGCACTCCTTTTTCGCCC-3'  |
| <i>Ndufa4</i>  | qPCR | 5'-GTATGTGATGCGCTTGGCAC-3'  | 5'-TGTTCCATGGCTCTGGGTTG-3'  |
| <i>Atp5a1</i>  | qPCR | 5'-ACTGCATCTACGTCGCGATT-3'  | 5'-CGCATCCGTCAGTCTCTTCA-3'  |
| <i>Atp5b</i>   | qPCR | 5'-AGCTCTGACTGGTTTGACCG-3'  | 5'-GCCCCAATAAGGCAGACACCT-3' |
| <i>Ndufa7</i>  | qPCR | 5'-CCCAGTCACAAGCTGTCCAA-3'  | 5'-TTGAGGGAGGCACAACCTTCC-3' |
| <i>Ndufa9</i>  | qPCR | 5'-TGAAGCAGCCGGTGTATGTT-3'  | 5'-AAGAGCAGGTACCGGTTTGG-3'  |
| <i>Ndufb6</i>  | qPCR | 5'-GGAGCTAAGGAGACGATGGC-3'  | 5'-ACCATGTTCTTCCACACGGC-3'  |
| <i>Ndufb8</i>  | qPCR | 5'-GGTATGGCGACTACCCGATG-3'  | 5'-GACGTGTCCACACGATTCCT-3'  |
| <i>Ndufb9</i>  | qPCR | 5'-GGCATCCCTCTGAGAAAGCAA-3' | 5'-CTTAACCTCCCGATCCCAGC-3'  |
| <i>Ndufs8</i>  | qPCR | 5'-TGGCGGCAACGTACAAGTAT-3'  | 5'-CTTAGGGTCATGCCCAGTCC-3'  |
| <i>Sdha</i>    | qPCR | 5'-TCATCTGCCTCCTGAGCAAC-3'  | 5'-ACTGGGATGGGCTCCTTAGT-3'  |
| <i>Sdhb</i>    | qPCR | 5'-GACCCGCTTATGTGTCAGCA-3'  | 5'-AGTGGAGAGATGCAGCCTTG-3'  |
| <i>Uqcrc1</i>  | qPCR | 5'-GGCTAACCCAGACAACGTGA-3'  | 5'-TGTTAGCCACAGCAACGGAA-3'  |

---

*N1ICD*, Notch1 intracellular domain; *Hey1*, hairy enhancer of split-related 1; *Hes5*, hairy enhancer of split 5.

How the deposited data were processed for this re-analysis (not part of the article)

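Gene expression was measured by RNA-seq of the whole anterior prostate (AP) of 3 OEx and 3 Ctrl mice at 20 weeks of age. The authors deposited FPKM values, 1 table per mouse by gene symbol, made with a pipeline that the paper does not describe further. Reads were recovered from the FPKM values as described below, and were used for depth, for floors and for alternatives (a filter of at least 10 reads in every mouse and limma-voom). The plan written before the data were examined assumed counts and named a limma fit on log2(FPKM + 1) for the case that the values were FPKM, and that fit was used here.

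Rows were matched to the mouse GENCODE annotation of GRCm38 by symbol, which placed 53636 rows. The number of reads behind each FPKM value was recovered from the exon length of the gene and the smallest steps between the values of a mouse, with a tolerance of 0.05 reads. This step was tested on 6 simulated libraries, in which at least 99.9981% of gene counts came out exactly. Recovered depth ran from 14762182 to 18650962 reads on annotated genes per mouse. The reads are not known to be independent molecules, so floors cover counting error only. The denominators behind the FPKM values were within 0.358% of median-of-ratios size factors computed from the recovered reads.

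OEx and Ctrl mice were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the group as the only term and eBayes with an intensity trend, over the 12833 rows with a mean of at least 1 FPKM. A gene was called with a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change above 1, the criteria stated in the paper. Gene families were tested with the camera function of limma with a preset inter-gene correlation of 0.01, two-sided. Reactome pathways came with the package fgsea 1.28.0, with 15 to 500 tested genes each, and 6844 of 7111 identifiers were matched. Exact permutation tests over all 20 ways to assign 3 of 6 mice were two-sided and cannot give a p below 0.1. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

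The lists of subunit genes, of Fig. 5H genes, of Club and Hillock cell genes, of genes measured by qPCR and of marker genes were written before the data were examined. So were the tests and the alternatives that are not marked as later ones. The genes of Fig. 5H and Fig. S10A are ones that the paper shows from these same RNA-seq data. Counts over those lists are thus no independent support. The genes of Fig. S7A were added to those measured by qPCR after their values were seen. Genes named in the text are those of Fig. 5H and Fig. S10A, those measured by qPCR in AP, Notch1, the protein-coding genes of the mitochondrial genome, and the 5 higher and 5 lower genes with the largest log2 fold changes among called genes with a mean of at least 10 FPKM and no overlap between groups. Any other gene named was chosen after its values were seen.

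The replicate numbers in the labels run from 1 to 3 in both groups. The labels do not say that same-numbered mice are littermates or were handled together, and the correlation of the deviations of same-numbered mice was -0.230. The fit was repeated with the replicate number as a block, with each mouse left out, with other scalings between mice, filters, pseudocounts and thresholds, and with corrections for GC content and exon length. For these corrections, a lowess trend with a span of 0.3 was removed from the deviations of each mouse from the gene means.

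The steps were tested on simulated data with the same numbers of mice. Of 200 genes changed in the simulation, 92.5% were called in the right direction, and 9 of 12183 unchanged genes were called. With the replicate block, 82% of the changed genes were called. The set test passed 0.05 for a changed family and not for an unchanged one. The 200 changed genes went equally up and down, by more than the fold change criterion, with noise independent between genes. These shares and set tests were not simulated with a scaling shift, a GC trend or correlated genes, all of which matter in the real data. They therefore do not give the error rates of the real comparison. GO annotation was not used here, and the other experiments of the paper were not analysed here.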

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

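Of the tests in this part, the comparison with genes of the same family was chosen before its result was seen, and the tests of overlapping genes and of GC content and gene length were chosen after the result was seen.

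Among the 5 genes with the largest increases in OEx mice, 4 are not discussed in the paper and were far above their level in Ctrl mice in all 3 OEx mice. H2-Q10, on chromosome 17 from 35470089 to 35474563, was at 217 ± 62.6 FPKM (SD, n = 3) in OEx mice and 0.675 ± 0.456 FPKM (SD, n = 3) in Ctrl mice, a log2 fold change of 7.02 (limma FDR 1.69e-05, with alternatives from 1.10e-05 to 0.00316). Ugt2b35, on chromosome 5 from 87000860 to 87013275, was at 75.9 ± 41.5 FPKM (SD, n = 3) in OEx mice and 0.227 ± 0.109 FPKM (SD, n = 3) in Ctrl mice, a log2 fold change of 5.85 (limma FDR 3.74e-05, with alternatives from 1.66e-05 to 0.00370). Spink11, on chromosome 18 from 44190045 to 44196177, was at 69.9 ± 74.5 FPKM (SD, n = 3) in OEx mice and 0.0725 ± 0.0991 FPKM (SD, n = 3) in Ctrl mice, a log2 fold change of 5.54 (limma FDR 4.25e-04, with alternatives from 3.03e-05 to 0.0303), with OEx replicate 3 at 156 FPKM. Gm23689, on chromosome 16 from 5223364 to 5223473 and annotated as a microRNA gene, had a log2 fold change of 5.95 (limma FDR 4.71e-05, with alternatives from 1.87e-05 to 0.00316). Its Ctrl mice had 0 to 3 reads, and against a floor of 3 reads it was at least 53.3-fold higher in OEx mice.

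Reads from overlapping genes were tested first, and 0 of the 4 genes overlap another annotated gene. After correcting for GC content and gene length in the fit with the replicate block, the smallest log2 fold change of the 4 was 4.85. Reads shared with genes of the same family were tested for the 3 genes with a family prefix. For 1 of them, Spink11, a gene of the same family, Spink5, was called higher and had a higher mean FPKM in OEx mice. For H2-Q10, H2-Q4, H2-Q5 and H2-Q7 were called higher, and for Ugt2b35, Ugt2b34 was, each with a lower mean than the gene itself in OEx mice; these relatives were named after their values were seen. Spinkl, which shares the prefix of Spink11, was also called higher. The increase of Spink11 therefore cannot be told apart from reads shared with Spink5 or Spinkl, since alignments were not analysed here. For H2-Q10 and Ugt2b35 no gene called higher with the same symbol prefix was more abundant. Reads shared with relatives under the filter or with another prefix were not tested. Gm23689 has no family prefix, and whether its reads come from a longer transcript was not tested. That these genes respond to activated Notch1 is a hypothesis that the tests leave open.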

How the results depend on the processing

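The corrections for GC content and gene length, the averaging of replicates 1 and 2 and limma-voom on the recovered reads were chosen after seeing the data, and the other alternatives before. The cause of the changes below was not tested except where a test is given in the last part. DESeq2 and edgeR, including its test against a fold change, were planned for counts and were not run, because the values are FPKM; limma's treat took the place of the latter. Median-of-ratios scaling is already in the deposited values, so it cannot move any result and shows no stability.

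The number of genes called was 3674 with the deposited values, between 3618 and 3758 with each of the 6 mice left out, 3597 with the replicate block (same-numbered mice correlated at -0.230) and 3603 with replicates 1 and 2 averaged. Of the 3597, 3585 were the same genes in the same direction. Other settings moved the total further. It was 2995 with at least 10 reads in every mouse, 4690 with library totals, 4766 with a pseudocount of 0.1 and 4630 with limma-voom. With the FDR alone 8621 genes passed (3941 higher, 4680 lower), and with treat 1398 (614 higher, 784 lower). The split of 1653 higher and 2021 lower genes became 4125 and 565 with library totals, 2575 and 1184 without the 20 most abundant genes in the totals, and 1346 and 2501 with upper-quartile scaling. These scalings moved the median of all genes to 0.59, 0.22 and -0.21. After correcting GC content and length, 1377 genes were higher and 1187 lower, and with the replicate block added 1318 higher and 1164 lower, so that higher genes outnumbered lower ones, as they did not with the deposited values.

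Of the nuclear OXPHOS subunit genes, 64 were called lower, 59 to 66 with a mouse left out, 13 with library totals, 38 without the 20 most abundant genes, 32 after the length correction and 37 after correcting GC content and length, with or without the replicate block (37). With the inter-gene correlation estimated, the set tests of the OXPHOS and import families, at -1.23 and -0.88 relative to all genes, no longer passed 0.05 (p = 0.0665 and p = 0.0625). Of the mitochondrial ribosomal protein genes, 38 were called lower, 4 with library totals, 24 without the 20 most abundant genes and 23 after the length correction, the correction of both, and that with the replicate block. Of the import genes, 10 were called lower, 2 with library totals and 6 without the 20 most abundant genes. With library totals, 3 in place of 13 of the Fig. 5H genes and 1 in place of 3 of the anti-oxidant enzyme genes were called lower. The number of lower Reactome pathways was 88, 36 with library totals, 157 without the filter and 34 with one-sided Fisher tests, which gave 0 higher pathways in place of 14, with 6 at an unadjusted p under 0.05.

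The mitochondrially encoded genes lay 0.049 from all genes, -0.060 without the filter, -0.85 after the GC correction, -0.41 after correcting GC content and length with or without the replicate block, and -0.16 to 0.12 with a mouse left out. The number called lower was 1, 0 with library totals and without the 20 most abundant genes, 5 after the GC correction, 3 after correcting both with or without the replicate block, and 0 to 1 with a mouse left out. At an unadjusted p under 0.05 with any fold change, 0 were lower and 9 higher with library totals, 2 lower and 5 higher without the 20 most abundant genes and 3 lower without Ctrl replicate 3. With library totals 3 of them were called higher, in place of 0.

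Of the Club and Hillock genes, 8 were called higher, 6 with upper-quartile scaling, 7 with at least 10 reads in every mouse, 7 to 8 with a mouse left out, 12 with library totals, 10 without the 20 most abundant genes and 6 with replicates 1 and 2 averaged. Pigr (0.97) and Ly6e (0.92) lost their calls with upper-quartile scaling. Pigr also lost it without the filter (1.12), without OEx replicate 1 (1.02), without OEx replicate 2 (1.05), without Ctrl replicate 3 (0.66) and with replicates 1 and 2 averaged (1.26). Lcn2 lost it with replicates 1 and 2 averaged (2.80), and Neat1 after the length correction (0.87). Over all alternatives the limma FDR ran from 0.00407 to 0.106 for Pigr and from 8.88e-04 to 0.0614 for Lcn2.

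The sign of these log2 fold changes was reversed. With library totals they were Ndufaf2 (0.33), Atp5a1 (0.078), Sdha (0.64), Sod2 (0.30), Ly6d (0.047), Cldn4 (0.34), Cdk4 (0.25), Tgfb1 (0.54), mt-Nd1 (0.32), mt-Nd2 (0.56), mt-Nd5 (0.78), mt-Co1 (0.75), mt-Co2 (0.55), mt-Co3 (0.0093) and mt-Atp8 (0.037). Without the 20 most abundant genes they were Sdha (0.21), Tgfb1 (0.21), mt-Nd2 (0.12), mt-Nd5 (0.34), mt-Co1 (0.31) and mt-Co2 (0.12). With upper-quartile scaling it was mt-Cytb (-0.077), with replicates 1 and 2 averaged mt-Nd5 (0.11) and with limma-voom mt-Nd5 (0.0015). After the GC correction they were Rbpj (-0.033), Tgfb1 (0.26), mt-Nd4 (-0.59), mt-Nd6 (-0.77), mt-Cytb (-0.64) and mt-Atp6 (-0.68), and after the length correction Ndufaf2 (0.028), Cldn4 (0.064), Rbpj (-0.20), mt-Nd1 (0.054), mt-Nd2 (0.30), mt-Nd5 (0.51), mt-Co1 (0.51) and mt-Co2 (0.27). After correcting both, with or without the replicate block, they were Ly6d (0.15), Cldn4 (0.24), Rbpj (-0.34), Tgfb1 (0.17), mt-Nd4 (-0.082), mt-Nd6 (-0.27), mt-Cytb (-0.18) and mt-Atp6 (-0.18). With each mouse left out, the value ran for Tgfb1 from -0.22 to 0.24, for mt-Nd5 from -0.24 to 0.12, for mt-Cytb from -0.034 to 0.17, for mt-Co1 from -0.13 to 0.10 and for mt-Atp8 from -0.85 to 0.029. Over all named genes and alternatives other than median-of-ratios scaling, 1271 log2 fold changes kept their direction and their side of the thresholds, 63 became weaker, 38 stronger and 64 reversed. With the replicate block, 75 of 76 genes kept both.

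Depth limits the results for Krt13, Hes5, Klkb1, Rarres1 and Slpi, whose reads are few or under the filter, and 3 mice per group limit the exact permutation tests to a p of 0.1.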

Differences from the paper's values

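The paper reports 8835 differentially expressed genes at a fold change over 2 and an FDR under 0.05, and 3674 were called here with limma under those criteria. Of the alternatives set before the data were examined, the FDR without the fold change criterion gave 8621 genes, within 1.5 times the paper's number, and none of the others did. The paper reports 4615 genes as higher in OEx mice, and 1653 were called higher here. Library totals gave 4125 and the FDR alone 3941, both within 1.5 times, and none of the other alternatives set before the data were examined did. The paper reports 3220 genes as lower, and 2021 were called lower here. Upper-quartile scaling gave 2501, a pseudocount of 0.1 gave 2459 and the FDR alone gave 4680, all within 1.5 times, and none of the other alternatives set before the data were examined did. Of the alternatives chosen after seeing the values, limma-voom on the recovered reads gave 2390 lower genes, within 1.5 times. The paper's numbers of higher and lower genes add up to 7835.

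The heat map in Fig. S10A shows Krt13, Ly6d and Cldn4 as higher in OEx mice. By eye, its rows labelled Krt13 and Ly6d looked like the values of Txnip and Ly6e here, as if labels were shifted. This was not tested, and the differences for Krt13 and Ly6d may come from the labels. Here the log2 fold change of Ly6d was -0.54, and above 0 with library totals (0.047) and, chosen after seeing the values, with the correction of GC content and length (0.15). That of Cldn4 was -0.44, and above 0 with library totals (0.34) and, chosen after seeing the values, with the length correction (0.064) and the correction of both (0.24). Krt13 had at most 2 reads in any mouse. Of the other genes of that figure, Hpgd and Ttf1 were called higher with library totals (1.58 and 1.49) and without the 20 most abundant genes (1.15 and 1.17), Ttf1 also with a pseudocount of 0.1 (1.23), and Txnip and Krt19 with library totals (1.12 and 1.12). With the FDR alone, 12 genes of the figure passed as higher, Hpgd, Txnip, Krt19 and Ttf1 among them. Chosen after seeing the values, the length correction called Hpgd (1.34), limma-voom called Ttf1 (1.27), and the correction of GC content and length called Krt19 (1.01).

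All 19 genes in Fig. 5H are shown as lower in OEx mice, and Ndufa9, Uqcrc1, Atp5a1, Ndufaf2, Sdha and Sod2 were not called here. Upper-quartile scaling called Ndufa9 (-1.08) and Uqcrc1 (-1.07), leaving out OEx replicate 3 called Ndufa9 (-1.04), and the correction of GC content and length, chosen after seeing the values, called Sod2 (-1.12). With the FDR alone, 17 of the 19 passed, all but Ndufaf2 and Sdha, which no alternative called at both criteria.

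By qPCR, the paper reports Cdk4, Egf and Psca as higher and Bad as unchanged in AP of OEx mice. In the RNA-seq values the log2 fold changes were -0.51 for Cdk4, -3.08 for Egf, -3.36 for Psca and -1.43 for Bad. With library totals Cdk4 was above 0 (0.25). The paper also reports higher Cd74, Ccna2, Cdk2, Cdk6 and Cd44, which were not called here, with log2 fold changes of 0.50, 0.83, 0.48, 0.94 and 0.65. With the FDR alone, Ccna2, Cdk2, Cdk6 and Cd44 passed. Cd74 was called without OEx replicate 3 (1.15). Library totals called Ccna2 (1.21), Cdk2 (1.10), Cdk6 (1.35) and Cd44. Library totals without the 20 most abundant genes called Ccna2 (1.00) and Cdk6 (1.12), as did a pseudocount of 0.1 (1.55 and 1.60) and, chosen after seeing the values, limma-voom (1.72 and 1.72). Ccnb1, Sgk3, Igf1, Itga2, Hes5 and Klkb1, also reported as higher, were under the filter of a mean of 1 FPKM.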

Other observations

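All tests in this part were chosen only after the result they concern was seen.

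With 3 mice in each group, the 6 mice can be split into groups of 3 in 10 ways. The real split and 3 others part all same-numbered mice, and the other 6 splits part 1 same-numbered pair each. For the number of genes called, the numbers called among the OXPHOS, mitochondrial ribosomal, import, Fig. 5H and Club and Hillock genes, the size of the median of the OXPHOS genes and the set tests of the OXPHOS, ribosomal and import families, 1 of those 4 splits, the real one, gave a result as large, and 1 of all 10 did. The other splits called 0 genes, with 9 to 236 genes past the fold change at an unadjusted p under 0.05. A share under 0.1 is not possible with 10 splits, so this share cannot decide at 0.05 whether a chance split explains these results. The sizes cannot decide this either, for the number of genes called or for the median of the OXPHOS genes. Every other split mixes OEx and Ctrl mice, so it keeps part of the difference between them and widens the spread within its groups. The real split called 3674 genes, against 0 in the other splits. The size of the OXPHOS median was 1.31, against 0.34 to 0.50 in the other splits. For the set test of the mitochondrially encoded genes, 2 of the 4 splits and 7 of the 10 gave a result as large. For the Reactome pathways, 3 of the 4 and 4 of the 10 did, with 23 to 111 pathways in the other splits against 102 in the real one. The set test with its preset correlation gave p from 6.58e-13 to 0.00512 for the OXPHOS genes in splits that mix OEx and Ctrl mice, so its p values do not measure how rarely mice would split that way.

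The nuclear OXPHOS subunit genes were lower in OEx mice, and technical explanations were tested. After correcting for GC content and gene length in the fit with the replicate block, 37 genes of the list were called lower in place of 64, so GC content and length do not fully account for the fall. For a few genes taking most of the reads, library totals without the 20 most abundant genes left the median of the list at -0.98, with 38 genes called lower, where the median of all genes moved to 0.22. The distance between these medians, -1.20, is nearly fixed when a mouse is scaled by 1 factor and shows no stability. Without Ctrl replicate 3, whose reads include seminal vesicle genes, 59 genes were called lower. Random lists of genes matched on expression level, length and GC content had a median log2 fold change of -0.85, ranging from -1.21 to -0.49, against -1.31 for the list, and 0 of 10000 lists lay as low. Much of the fall was thus also seen in genes of the same expression, length and GC content, and the rest of it was not. The fall is also shared with other highly expressed housekeeping genes, since the cytosolic ribosomal protein genes, a family chosen after seeing the data, lay -0.99 from the median of all genes. With library totals their median was -0.28, 65 of 80 were below 0 and 1 was called lower. Lists matched to the cytosolic ribosomal genes had a median of -0.91, and 1175 of 10000 lay as low as those genes, but this match was poor, with a median log2(FPKM + 1) of 7.67 in the matched genes against 8.88. Lists matched to the mitochondrial ribosomal genes had a median of -0.40, and 0 of 10000 lay as low as those genes, whose median was -0.98. A change in the mix of cell types was not separated from a change within cells, since the basal cell gene Krt5 had a log2 fold change of -4.41. A fall of OXPHOS transcripts beyond that of matched genes may be part of the response to activated Notch1, but it cannot be told apart from a change in the mix of cells, and a fall shared with other housekeeping genes remains.

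The mitochondrially encoded genes lay 0.049 from the median of all genes with the deposited values, 0.027 with upper-quartile scaling, 0.16 with library totals and 0.094 with library totals without the 20 most abundant genes. Their own median was below 0 with the deposited values (-0.029) and upper-quartile scaling (-0.19) and above 0 with both kinds of library totals (0.75 and 0.31). They have a median GC content of 37.1%, and after the GC correction they lay -0.85 from all genes, so that their difference from the nuclear OXPHOS genes may come from GC content. After the length correction they lay 0.53 from all genes, and after correcting both -0.41. Reads shared with nuclear copies were tested with the members of at least 100 FPKM, which lay 0.077 from all genes. Random lists matched on expression level, length and GC content had a median of -0.75, and 179 of 10000 lay as high as the mitochondrially encoded genes. The genes in these lists had a median GC content of 43.6% and a median log2(FPKM + 1) of 6.64, against 9.33 for the mitochondrially encoded genes, so the match was poor. The GC correction and the matched lists thus gave different answers, and whether GC content or a different response of the mitochondrial genome sets these genes apart was left open.

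The log2 fold changes of all genes followed GC content and gene length. With genes in 5 bins from the lowest to the highest GC content, the median log2 fold changes were 0.61, 0.12, -0.18, -0.38 and -0.47, and in 5 bins from the shortest to the longest genes -0.49, -0.44, -0.14, 0.077 and 0.39. In single mice, the low-GC genes lay above the high-GC genes by 0.57, 0.45 and 0.60 in OEx mice and by -0.56, -0.58 and -0.46 in Ctrl mice. The gap between the groups was 0.91, and the largest range within a group 0.146. A difference in RNA or library handling between the groups could give this, and so could activated Notch1; every mouse of a group shares both, and they cannot be told apart.

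In Ctrl replicate 3, 6 of 8 seminal vesicle genes were over 10 times their FPKM in each other mouse, and the 8 took 1.31% of its reads. RNA of seminal vesicle in this sample is a candidate explanation. A mislabelled sample was tested with Notch1, which was at 3.34 FPKM in this mouse and at no less than 41.9 FPKM in OEx mice. No biological explanation was tested, since the design holds none for a single mouse.

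Replicates 1 and 2 were closer to each other than to replicate 3 in both groups. That a library was deposited a second time was tested with the differences between replicates 1 and 2, which were 2.54 times the sampling noise in OEx mice and 2.27 times in Ctrl mice, as the median chi-square per gene, where a second copy would give none and a second sequencing of the same library about 1. A second library from the same mouse could also exceed 1, and was not tested. Against replicate 3 these were 11.9 for both pairs in OEx and 16.4 to 17.0 in Ctrl mice. A shared litter, dissection or library batch may explain the closeness, with a Pearson r across genes of 0.991 between OEx replicates 1 and 2, but the labels name none, and it was not separated from differences between mice.

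The basal cell genes named here are from a list written before the data were examined and were singled out after their values were seen. Log2 fold changes were -4.41 for Krt5, -3.85 for Krt14, -4.37 for Krt15 and -1.66 for Trp63, all called lower and below 0 with each of the other scalings, and -0.12 for Dst and -0.20 for Itga6, which were above 0 with both kinds of library totals. With library totals, which move all genes up, Krt5 was still at -3.77, so the scaling between mice does not account for it. Dilution by RNA of other cells lowers genes that only basal cells express by the same factor, as does a smaller share of basal cells. The log2 ratios of mean FPKM of the 6 genes ran from -5.00 to -0.16, a range of 4.84. They ran from -5.00 to -3.50 for Krt5, Krt14, Krt15 and Trp63, and were -0.16 for Dst and -0.26 for Itga6. Whether other cells express Dst and Itga6 was not tested. The range therefore does not exclude dilution or a smaller share of basal cells. The secretory genes Tgm4 (-5.44), Spink1 (-4.89) and Pbsn (-2.60) were lower and Msmb (4.60) was higher, with the same sign under each of the other scalings, and no explanation of these was tested.

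For 42 genes the paper states a direction by qPCR in AP of OEx mice and the reads were above the floor, and 39 changed in that direction in the mean FPKM. The others were Cdk4, Egf and Psca. The 42 include the 19 genes of Fig. 5H, which the paper shows as lower from these same RNA-seq data. The direction of those 19 in the deposited values was thus known in advance and is no independent check of the qPCR. The paper divided qPCR values by Rpl19, whose FPKM in OEx mice was 0.435 times that in Ctrl mice. After dividing by Rpl19, 33 changed in the stated direction. Cdk4 was gained, and Sod2, Ndufaf2, Atp5a1, Ndufa7, Ndufa9, Sdha and Uqcrc1, which the paper shows as lower, were lost, so the fall of the reference gene does not account for Egf and Psca. Among genes reported as unchanged, dividing by Rpl19 moved the log2 ratio of Bad from -1.50 to -0.30. It moved Fgf7, the gene of KGF, from 0.29 to 1.49 and Tgfb1 from -0.024 to 1.18. No biological explanation was tested.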
